# m^6^A epitranscriptomic modification regulates neural progenitor-to-glial cell transition in the retina

**DOI:** 10.7554/eLife.79994

**Published:** 2022-12-02

**Authors:** Yanling Xin, Qinghai He, Huilin Liang, Ke Zhang, Jingyi Guo, Qi Zhong, Dan Chen, Jinyan Li, Yizhi Liu, Shuyi Chen

**Keywords:** retinal development, glial cell, m^6^A, Mouse

## Abstract

*N* ^6^-methyladenosine (m^6^A) is the most prevalent mRNA internal modification and has been shown to regulate the development, physiology, and pathology of various tissues. However, the functions of the m^6^A epitranscriptome in the visual system remain unclear. In this study, using a retina-specific conditional knockout mouse model, we show that retinas deficient in *Mettl3*, the core component of the m^6^A methyltransferase complex, exhibit structural and functional abnormalities beginning at the end of retinogenesis. Immunohistological and single-cell RNA sequencing (scRNA-seq) analyses of retinogenesis processes reveal that retinal progenitor cells (RPCs) and Müller glial cells are the two cell types primarily affected by *Mettl3* deficiency. Integrative analyses of scRNA-seq and MeRIP-seq data suggest that m^6^A fine-tunes the transcriptomic transition from RPCs to Müller cells by promoting the degradation of RPC transcripts, the disruption of which leads to abnormalities in late retinogenesis and likely compromises the glial functions of Müller cells. Overexpression of m^6^A-regulated RPC transcripts in late RPCs partially recapitulates the *Mettl3*-deficient retinal phenotype. Collectively, our study reveals an epitranscriptomic mechanism governing progenitor-to-glial cell transition during late retinogenesis, which is essential for the homeostasis of the mature retina. The mechanism revealed in this study might also apply to other nervous systems.

## eLife digest

The retina is a layer in the eye that converts light into electrical signals, which allows us to see. It is a part of the central nervous system and is made of brain cells, such as neurons and supporting cells called glia. These supporting cells protect neurons, supply them with nutrients and maintain steady surrounding conditions. The retina shares many characteristics with other neural tissues, so it is useful for biologists to study these structures.

One way for cells to control the activity of genes is by chemically modifying messenger RNA molecules. These alterations can affect various aspects of mRNA and the proteins that are ultimately produced. The most common mRNA modification, referred to as m^6^A, plays a key role in the development and healthy performance of various tissues. However, it is unclear whether m^6^A is involved in how glial cells in the retina develop.

To address this question, Xin et al. studied the impact of blocking m^6^A in the retina of mice. These genetically modified mice displayed abnormalities as the retina developed. Analysis of the mRNA produced in single cells and the pattern of modifications revealed that m^6^A is involved in the development of glia. In particular, m^6^A helps to remove the mRNA associated with early-stage proto-glia, allowing the cells to mature and transition to their final form.

The finding by Xin et al. that the m^6^A RNA modification is an essential part of retina development could help to understand eye diseases. In addition, this discovery may apply to other brain regions, and, in time, such work could lead to new treatments for neurodegenerative diseases.

## Introduction

The retina is the neural sensory component of the visual system that is responsible for light perception and preliminary visual information processing. As a lateral derivative of the neural tube, the retina shares basic developmental, structural, and physiological principles with other neural tissues and has become an excellent model for studying neural biology. The retina is composed of six types of neurons, including rod and cone photoreceptors, bipolar cells, horizontal cells, amacrine cells, and retinal ganglion cells, that form complex neural circuits to detect and process visual signals (Masland, 2001). In addition to neurons, the retina contains one type of glial cell, Müller cells. As the sole glial cell inside the retina, Müller cells play pivotal roles in maintaining structural, physiological, and functional homeostasis in the neural retina (Newman and Reichenbach, 1996; Vecino et al., 2016). During development, all retinal neurons and Müller cells are derived from multipotent retinal progenitor cells (RPCs), which go through a series of competent states to give rise to various types of retinal cells in a sequential while overlapping manner. For example, in mice, retinal ganglion cells, cone photoreceptors, and GABAergic amacrine cells are born early before birth, while glycinergic amacrine cells, rod photoreceptors, and bipolar cells are born late during the postnatal period before RPCs finally become Müller glial cells (Agathocleous and Harris, 2009; Bassett and Wallace, 2012; Cepko, 2014; Heavner and Pevny, 2012). Similar to glial cells in other neural tissues, Müller cells maintain significant levels of gene expression signatures of progenitors (Blackshaw et al., 2004; Nelson et al., 2011; Roesch et al., 2008), which has encouraged people to explore the in vivo reprogramming potentials of Müller cells for treating retinal degeneration disease purposes in recent years (Hoang et al., 2020; Jorstad et al., 2017; Yao et al., 2018; Zhou et al., 2020). However, to function as glial cells, Müller cells must develop and maintain their unique transcriptome distinct from that of RPCs (Lin et al., 2019; Nelson et al., 2011). How the transcriptome of Müller cells is established and maintained is currently not well understood.

RNA modifications constitute an important layer of post-transcriptional regulation that orchestrates the metabolism, location, and function of transcripts, which are collectively referred to as the epitranscriptome. Among the various modes of mRNA modification, *N*^6^-methyladenosine (m^6^A) is the most prevalent internal modification (Meyer and Jaffrey, 2014; Meyer and Jaffrey, 2017; Roundtree et al., 2017; Shi et al., 2019; Zaccara et al., 2019). m^6^A is cotranscriptionally installed on RNAs in the nucleus by a multisubunit methyltransferase ‘writer’ complex, in which METTL3 and METTL14 form the catalytic core; but only METTL3 has methyltransferase catalytic activity, while METTL14 functions as an allosteric activator (Bokar et al., 1994; Bokar et al., 1997; Liu et al., 2014; Sledź and Jinek, 2016; Wang et al., 2016a; Wang et al., 2016b). Two enzymes, FTO and ALKBH5, have been demonstrated to have m^6^A demethylase ‘eraser’ activity, emphasizing the reversible nature of the modification (Jia et al., 2011; Zheng et al., 2013). The effects of m^6^A on RNAs are mediated by various m^6^A readers, such as YTH family and HNRNP family proteins (Lee et al., 2020; Zaccara et al., 2019; Zhao et al., 2017). Gene knockdown and genetic knockout studies on m^6^A writers, erasers, and readers have shown that m^6^A plays important roles in regulating various aspects of organism development, physiology, and disease progression (Frye and Blanco, 2016; Liu et al., 2019; Livneh et al., 2020). However, the functions of the m^6^A epitranscriptome in the visual system remain unclear.

To test whether m^6^A plays roles during vertebrate retinal development, we used morpholinos to knock down the m^6^A-writer complex in zebrafish. Analysis of the retinal phenotype of these morphant zebrafish indicated that m^6^A promotes the timely differentiation and survival of RPCs in zebrafish (Huang et al., 2021). In this study, using a mouse model of retina-specific conditional knockout of *Mettl3* and combining scRNA-seq, MeRIP-seq, and gene expression manipulation, we reveal that the m^6^A epitranscriptome plays critical roles during late retinogenesis by fine-tuning the transcriptomic transition from RPCs to Müller cells.

## Results

### *Mettl3* deficiency leads to structural and physiological abnormalities in the retina

To investigate the function of the m^6^A epitranscriptome in the retina, we conditionally knocked out *Mettl3*, the core component of the m^6^A-writer complex, in RPCs using *Six3-Cre* (Furuta et al., 2000) and *Mettl3^floxed^* (Lin et al., 2017) mice. METTL3 is abundantly and ubiquitously expressed in the retina from early embryonic age to adult stage (Figure 1—figure supplement 1A–D). Immunofluorescence staining (IF) demonstrated that *Mettl3* was efficiently knocked out in the central retinas of *Six3-Cre^+^; Mettl3^floxed/floxed^* mice (hereafter referred to as *Mettl3*-CKO) (Figure 1A and A’), and MeRIP-qPCR examination of several candidate genes showed that m^6^A levels were efficiently downregulated in *Mettl3*-CKO retinas (Figure 1—figure supplement 1E). Even though *Mettl3* was efficiently deleted from RPCs, the retinas of *Mettl3*-CKO mice at p0 appeared grossly normal, exhibiting an already separated retinal ganglion cell layer (RGL) and a still-developing retinoblast layer (RBL), comparable to littermate control retinas (Figure 1B and B’). However, at p14, the time point when retinogenesis should have completed and mature retinal organization should have been established, histological examination showed that the *Mettl3*-CKO retinas exhibited severe structural disorganization (Figure 1C and C’). At this age, the control retinas were well laminated into three cellular layers and two synaptic layers (Figure 1C). In the mutant retinas, although all the cellular and synaptic layers were distinguishable, the outer nuclear layer (ONL) presented many rosettes, and some inner nuclear layer (INL) cells were drawn into the ONL (Figure 1C’, the asterisks indicate the rosette structures). We then examined the visual function of the retina using multifocal electroretinogram (mfERG). The results showed that the visual responses from most regions of *Mettl3*-CKO retinas exhibited abnormal wave forms and much reduced P1 peak amplitudes compared with control retinas (Figure 1D), demonstrating disrupted visual function of the mutant retinas. To examine whether retinal neurons and glial cells were generated in structurally distorted *Mettl3*-CKO retinas, we performed IF analyses of characteristic markers of various types of retinal cells on p15 retinal sections. The IF results showed that all types of retinal cells, including RECOVERIN^+^ photoreceptors, VSX2^+^ bipolar cells, SOX9^+^ Müller glia, CALBINDIN^+^ horizontal cells, HPC-1^+^ amacrine cells, and BRN3A^+^ retinal ganglion cells, were generated in *Mettl3*-CKO retinas, although some cells in the INL, especially bipolar cells, Müller glia, and horizontal cells, were displaced into the ONL (Figure 1—figure supplement 2).

**Figure 1.**
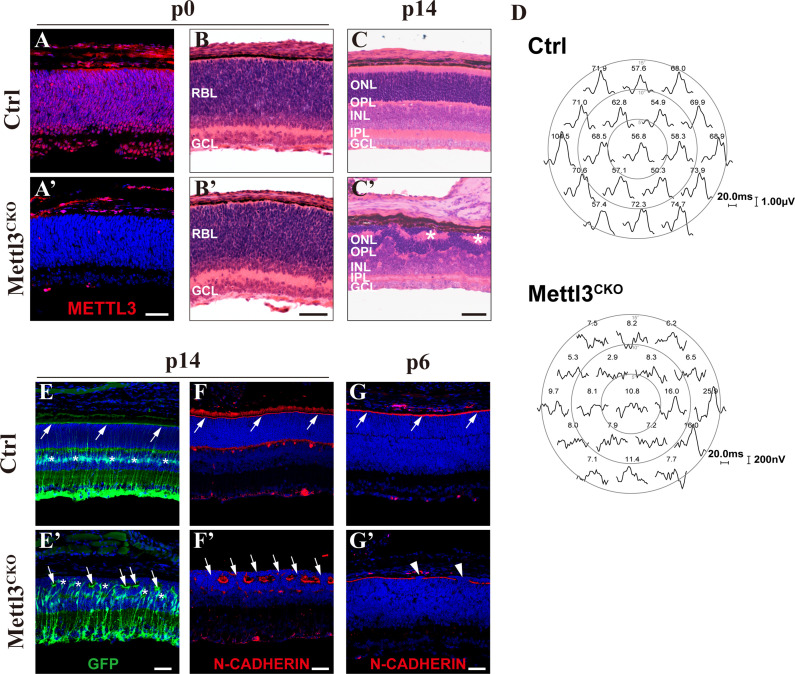
*Mettl3* deficiency leads to structural and physiological abnormalities in the retina. (**A, A’**) Confocal images of METTL3 expression in p0 control (Ctrl) and *Mettl3*-CKO retinas showing that *Mettl3* was efficiently deleted in the mutant retinas. (**B, B’**) H&E staining of p0 control and *Mettl3*-CKO retinas showing that the mutant retinas had a grossly normal histological structure. (**C, C’**) H&E staining of p14 control and *Mettl3*-CKO retinas showing that the mutant retinal structure was severely disrupted. * indicates rosette structures. (**D**) Multifocal electroretinogram (ERG) response recordings in each hexagonal region of the retinas stimulated with 19 hexagonal light signals showing that the visual function of *Mettl3*-CKO retinas was severely disrupted. The numbers on the top of each waveform plot indicate the averaged ERG response in the respective hexagonal area in nV/deg^2^. (**E, E’**) Confocal images of p14 retinas labeled with GFP to highlight Müller cells (mice on the *Rlbp1-GFP* background). The white arrows indicate the outer limiting membrane (OLM). * in (**E’**) indicates mislocalized somata of Müller cells. (**F, F’**) Confocal images of p14 retinas stained for N-CADHERIN to highlight the OLM. The white arrows in (**F**) indicate the OLM, and those in (**F’**) indicate breaks between the OLM. (**G, G’**) Confocal images of p6 retinas stained for N-CADHERIN showing that breaks in the OLM (white arrowheads) in *Mettl3*-CKO retinas started to appear at p6. RBL: retinoblast layer; GCL: ganglion cell layer; ONL: outer nuclear layer; OPL: outer plexiform layer; INL: inner nuclear layer; IPL: inner plexiform layer. Scale bars are 50 μm.

**Figure 1—figure supplement 1.**
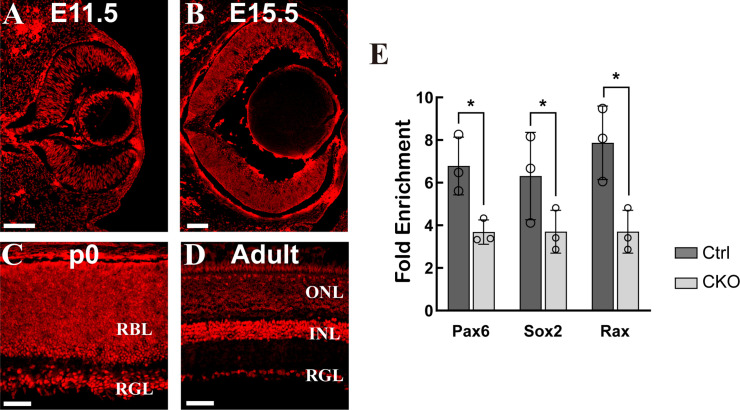
The expression of *Mettl3* in the mouse retina. (**A–D**) Confocal images of METTL3 expression in mouse retinas at different developmental stages. The scale bars are 100 μm. (**E**) MeRIP-qPCR results showing that the m^6^A levels of several candidate genes were significantly reduced in *Mettl3*-CKO retinas. The data are presented as the means ± standard deviations, corresponding to three independent biological replicates. *p<0.05.

**Figure 1—figure supplement 2.**
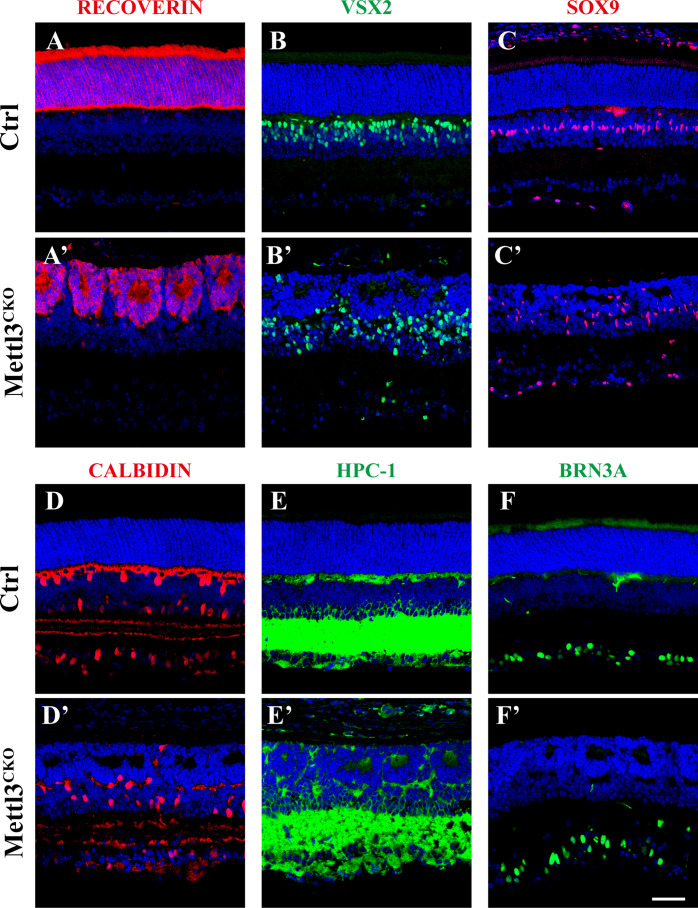
All types of retinal cells are generated in *Mettl3*-CKO retinas. Confocal images of p14 retinas stained for RECOVERIN to illustrate photoreceptor cells (**A, A’**), VSX2 to illustrate bipolar cells (**B, B’**), SOX9 to illustrate Müller cells (**C, C’**), CALBINDIN to illustrate horizontal cells and subtype amacrine cells (**D, D’**), HPC-1 to illustrate amacrine cells (**E, E’**), and BRN3A to illustrate RGCs (**F, F’**). The scale bar in (**F’**) is 50 μm and applies to all images in the figure.

In the retina, Müller cells monitor the retina by extending elaborate cellular processes to interact with every retinal neuron and form an outer limiting membrane (OLM) and an inner limiting membrane (ILM) to ensheath the entire retina (Wang et al., 2017). Mechanical and genetic ablation studies have demonstrated essential roles of Müller cells in maintaining the structural and functional homeostasis of the retina (Byrne et al., 2013; MacDonald et al., 2015; Shen et al., 2012). To examine how Müller cells were affected by *Mettl3* knockout, we placed *Mettl3*-CKO mice on the *Rlbp1-GFP* mouse background, whose Müller glia express GFP (Vázquez-Chona et al., 2009). GFP IF illustrated severely distorted morphology of Müller glia in *Mettl3*-CKO retinas: somata of many mutant Müller glia translocated from their normal position in the middle of the INL to move upward and mingle with photoreceptors in the ONL (Figure 1E’, the asterisks indicate the soma of Müller glia). Moreover, the apical edges of the mutant Müller glia failed to reach the apical edge of the retina, where they normally organize into the OLM; instead, they formed a discontinuous OLM that was separated into each rosette structure (Figure 1E’, the white arrows indicate the broken OLM). We then further examined the OLM by performing N-cadherin IF, which showed that the OLM in *Mettl3*-CKO retinas became discontinuous and exhibited many breaks, through which many photoreceptors fled into the subretinal space (Figure 1F’, the white arrows indicate breaks in the OLM). By examining the retinas of pups at different postnatal ages, we found that occasional breaks along the OLM started to appear as early as p6 (Figure 1G’, the white arrowheads indicate breaks in the OLM), coinciding with the time when morphological maturation of Müller glia starts (Wang et al., 2017).

Taken together, these results demonstrate that *Mettl3* deficiency leads to structural and functional abnormalities in the mature retina and indicate that dysfunction of Müller glial cells might be the cause of these abnormalities.

### *Mettl3* deficiency distorts late-stage retinogenesis

We next performed BrdU labeling assays to examine the proliferative activity of RPCs. At E15.5, there were similar numbers of BrdU^+^ cells in *Mettl3*-CKO retinas and control retinas (Figure 2—figure supplement 1), suggesting that *Mettl3* deficiency does not affect the proliferation of early RPCs. However, at p1, fewer BrdU^+^ cells were observed in *Mettl3*-CKO retinas than in control retinas (Figure 2A, A’ , and B), indicating that there were fewer proliferating RPCs in *Mettl3*-CKO retinas. To examine whether the cell cycle progression of late RPCs was affected by *Mettl3* deletion, we harvested p1 retinas at 6 hr after BrdU injection and subjected them to costaining with BrdU and pH3. We calculated the percentage of BrdU^+^; pH3^+^ RPCs vs. BrdU^+^ RPCs, which showed that the percentage was significantly lower in *Mettl3*-CKO retinas than in control retinas (Figure 2C, C’ , and D), suggesting that S-to-M phase progression was prolonged in *Mettl3*-CKO late RPCs. The postnatal period occurs at the end of retinogenesis, when an increasing number of RPCs withdraw from the cell cycle and undergo terminal differentiation. We examined the rate of cell cycle withdrawal of RPCs by injecting BrdU at p1 and monitored their KI67 expression 48 hr later at p3. The results showed that there were significantly fewer BrdU^+^; KI67^-^ RPCs in *Mettl3*-CKO retinas at p3 (Figure 2E, E’ , and F), meaning that *Mettl3*-CKO late RPCs withdrew from the cell cycle slower than control cells. Consistent with this slower withdrawal rate, at p5, when proliferating retinogenesis events were mostly terminated in control central retinas (Figure 2G and H), a significant number of proliferating cells were still observable in *Mettl3*-CKO central retinas (Figure 2G’ and H). To test the role of *Mettl3* in late RPCs directly, we performed in vivo electroporation on retinas of p1 pups to specifically introduce shRNAs targeting *Mettl3* into late RPCs. We harvested the retinas at p5 after 2 hr of BrdU labeling. Because our in vivo electroporation procedure often targets peripheral region of the retina where retinogenesis continues at this time point, we still observed many BrdU^+^ cells in the region, but most of these BrdU^+^ cells were GFP^-^ in the retinas electroporated with control plasmids (Figure 2—figure supplement 2A and B). However, a significantly higher percentage of GFP^+^ cells were co-labeled with BrdU in the retinas electroporated with plasmids expressing shRNAs targeting *Mettl3* (Figure 2—figure supplement 2A’ and B), suggesting that cell cycle withdrawal was delayed in the experimental group. Taken together, these experiments demonstrated that *Mettl3* is required in late RPCs for their proper progression through the cell cycle and timely withdrawal from retinogenesis. This end stage of retinogenesis is the peak time point at which rods, bipolar cells, and Müller glia are generated. To examine whether *Mettl3* deficiency affects retinal differentiation, we counted the numbers of rods, Müller glia, and bipolar cells in the retina at p7, when the major retinogenesis phase has passed in the central retinas, even in *Mettl3*-CKO mice. The results showed that the number of SOX9^+^ Müller glia was increased in *Mettl3*-CKO retinas (Figure 2I, I’ , and J, SOX9^+^ cells in the ganglion cell layer and inner plexiform layer were excluded to avoid miscounting astrocytes). On the other hand, the number of VSX2^+^ bipolar cells remained relatively unchanged (Figure 2K, K’ , and L), while the number of RHODOPSIN^+^ photoreceptors was reduced (Figure 2M, M’ , and N). We also determined the cell densities of other retinal neurons. The number of BRN3A^+^ RGCs, CALBINDIN^+^ amacrine cells, and CAR^+^ cones was comparable between mutant and control retinas (Figure 2—figure supplement 3A–F), while the number of CALBINDIN^+^ horizontal cells was significantly reduced in the mutant retinas (Figure 2—figure supplement 3E, E', and G).

**Figure 2.**
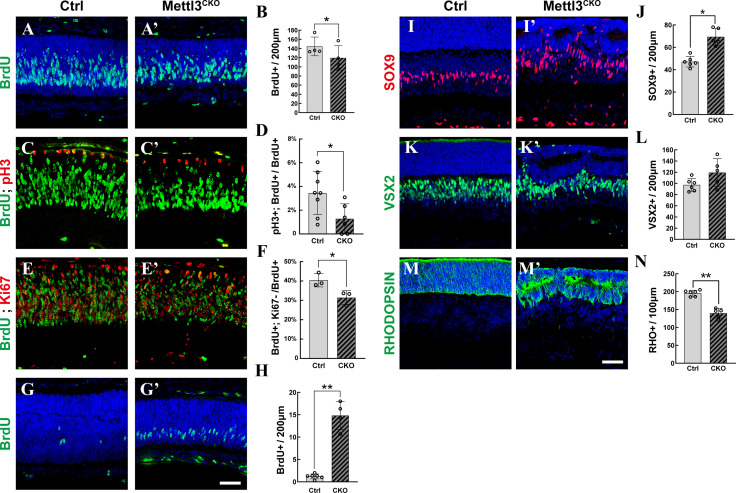
*Mettl3* deficiency distorts late-stage retinogenesis. (**A, A’**) Confocal images of p1 retinas stained for BrdU. The pups were injected with BrdU, and their retinas were collected 2 hr later. (**B**) Quantification of the BrdU^+^ cells in (**A**) and (**A’**). (**C, C’**) Confocal images of p1 retinas stained for BrdU and pH3. The pups were injected with BrdU, and their retinas were collected 6 hr later. (**D**) Quantification of the BrdU^+^ and pH3^+^ cells in (**C**) and (**C’**). (**E, E’**) Confocal images of p3 retinas stained for BrdU and KI67. The pups were injected with BrdU at p1, and their retinas were collected 48 hr later. (**F**) Quantification of the BrdU^+^ and Ki67^-^ cells in (**E**) and (**E’**). (**G, G’**) Confocal images of p5 retinas stained for BrdU. The pups were injected with BrdU, and their retinas were collected 2 hr later. (**H**) Quantification of the BrdU^+^ cells in (**G**) and (**G’**). (**I, I’**) Confocal images of p7 retinas stained for SOX9 to illustrate Müller cells. (**J**) Quantification of the SOX9^+^ cells in (**I**) and (**I’**). SOX9^+^ cells in the retinal ganglion cell layer and inner plexiform layer were excluded to avoid miscounting of SOX9^+^ astrocytes. (**K, K’**) Confocal images of p7 retinas stained for VSX2 to illustrate bipolar cells. (**L**) Quantification of the VSX2^+^ cells in (**K**) and (**K’**). (**M, M’**) Confocal images of p7 retinas stained for RHODOPSIN to illustrate rods. (**N**) Quantification of the RHODOPSIN^+^ cells in (**M**) and (**M’**). The data in (**B, D, F, H, J, L**, **N**) are presented as the means ± standard deviations, corresponding to at least three independent biological replicates. * p<0.05, **p<0.01. The scale bars in (**G’**) and (**M’**) are 50 μm and apply to (**A–G’**) and (**I–M’**), respectively.

**Figure 2—figure supplement 1.**
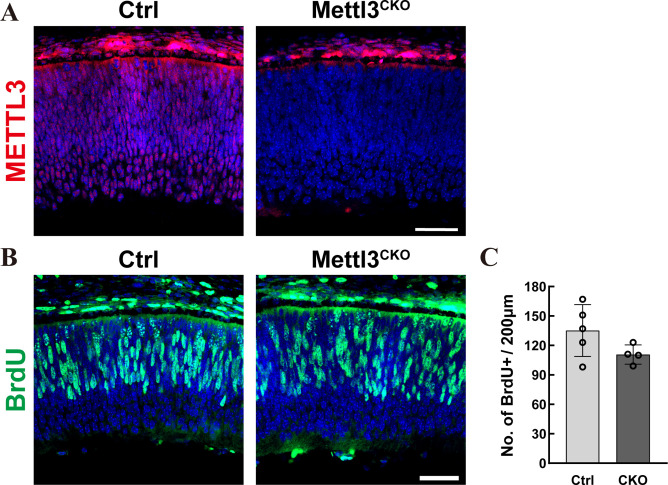
*Mettl3* deficiency does not affect the proliferation of early retinal progenitor cells (RPCs). (**A**) Confocal images of control and *Mettl3*-CKO retinas at E15.5 stained for METTL3. (**B**) Confocal images of control and *Mettl3*-CKO retinas at E15.5 stained for BrdU. The mothers were injected with BrdU, and the embryos were collected 2 hr later. (**C**) Quantification of the BrdU^+^ cells in (**B**) . The data are represented as the means ± standard deviation, corresponding to at least three independent biological replicates. The scale bars are 50 μm.

**Figure 2—figure supplement 2.**
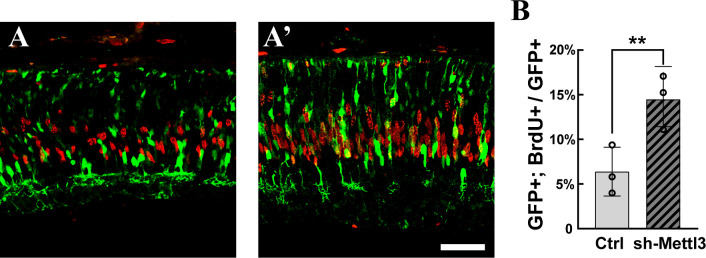
*Mettl3* is required in late retinal progenitor cells (RPCs) for the proper cell cycle progression. (**A, A’**) Confocal images of p3 retinas stained for GFP and BrdU. The retinas were transfected with plasmids expressing shRNAs targeting *Mettl3* via in vivo electroporation at p1 and treated with BrdU by subcutaneous injection 2 hr before sacrifice. The scale bar is 50 μm. (**B**) Quantification of the percentage of GFP-labeled electroporated RPCs that were positive for BrdU. The data are presented as the mean ± standard deviation, corresponding to three independent biological replicates. **p<0.01.

**Figure 2—figure supplement 3.**
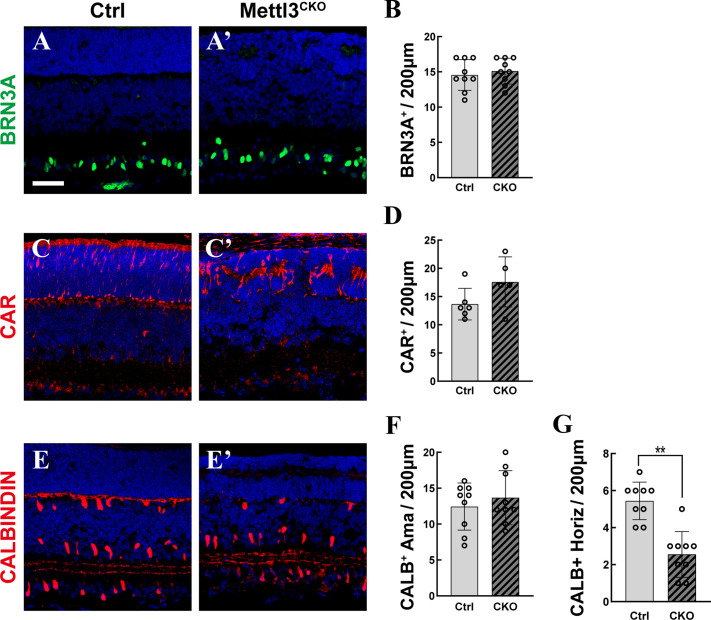
Different types of retinal cells at p7. (**A, A’**) Confocal images of p7 retinas stained for BRN3A to illustrate retinal progenitor cells (RGCs). (**B**) Quantification of the BRN3A^+^ cells in (**A**) and (**A’**). (**C, C’**) Confocal images of p7 retinas stained for CAR to illustrate cones. (**D**) Quantification of the CAR^+^ cells in (**C**) and (**C’**). (**E, E’**) Confocal images of p7 retinas stained for CALBINDIN to illustrate amacrine cells and horizontal cells. (**F**) Quantification of the CALBINDIN^+^ amacrine cells (cells close to the inner plexiform layer [IPL]) in (**E**) and (**E’**). (**G**) Quantification of the CALBINDIN^+^ horizontal cells (cells close to the outer plexiform layer [OPL]) in (**E**) and (**E’**). The data in (**B, D, F, G**) are represented as the means ± standard deviation, corresponding to at least three independent biological replicates. **p<0.01. The scale bar in (**A**) is 50 μm and applies to all images in the figure.

**Figure 2—figure supplement 4.**
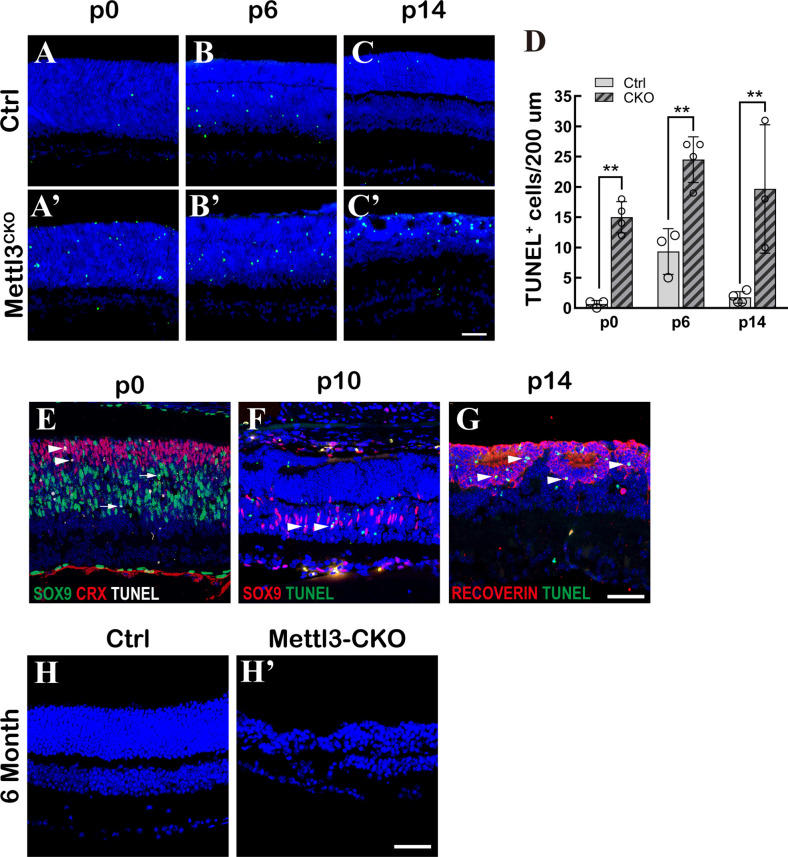
Retinas deficient for *Mettl3* gradually degenerate due to apoptosis. (**A–C’**) Confocal images of control and *Mettl3*-CKO retinas at different postnatal ages stained for TUNEL. (**D**) Quantification of TUNEL^+^ cells in control and *Mettl3*-CKO retinas. The data are represented as the means ± standard deviation, corresponding to at least three independent biological replicates. **p<0.01. (**E**) A confocal image of a p0 *Mettl3*-CKO retina stained for TUNEL (white), CRX (red), and SOX9 (green). Arrows point to the SOX9^+^ dying RPCs, and arrowheads point to the CRX^+^ dying photoreceptors/photoreceptor precursors. (**F**) A confocal image of a p10 *Mettl3*-CKO retina stained for TUNEL (green) and SOX9 (red). Arrowheads point to the SOX9^+^ dying Müller glial cells. (**G**) A confocal image of a p14 *Mettl3*-CKO retina stained for TUNEL (green) and RECOVERIN (red). Arrowheads point to the RECOVERIN^+^ dying photoreceptors. (**H–H’**) Confocal images of 6-month control and *Mettl3*-CKO retinas stained with DAPI to show the degeneration of the mutant retina. The scale bars in (**C’, G, H’**) are 50 μm.

To examine whether *Mettl3* deficiency affects the survival of retinal cells, we performed TUNEL assay, which showed that apoptosis was significantly elevated in *Mettl3*-CKO retinas (Figure 2—figure supplement 4A–D). Costaining with cell-type markers showed that both RPCs and their differentiated progenies underwent apoptosis (Figure 2—figure supplement 4E–G). The elevation in cell death events resulted in severe degeneration of all cellular layers in *Mettl3*-CKO retinas at older ages (Figure 2—figure supplement 4H and H') and might have contributed to the reduced population of photoreceptors at p7 and the reduced population of BrdU^+^ cells at p0.

### Single-cell transcriptome analyses demonstrate distorted and extended late-stage retinogenesis in *Mettl3*-CKO retinas

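RNA-seq of the whole retina compared 4 control and 4 *Mettl3*-CKO retinal samples, one library per sample. The age of the pups is day 7 after birth in the results and in the sample labels and day 6 in the methods. According to the methods, the authors made libraries with the NEBNext Ultra kit, sequenced paired-end reads, filtered them, mapped them to the mouse genome (GRCm38) with Hisat2 and counted the reads on each gene with featureCounts, from which they calculated FPKM. The values the authors deposited are whole-number counts per gene whose totals differ between samples. The counts cover 54532 genes. Total counts per sample ranged from 16227095 to 19310791 in the control group (median 17774784.5) and from 17290701 to 20281517 in the *Mettl3*-CKO group (median 18473338), so that 3 counts, the floor taken for detection, correspond to between 0.148 and 0.185 CPM (counts scaled to the library total) in a sample. No pair of samples held identical counts, and the most similar same-group pair still differed by more than sampling noise (chi-square of 5.47 per gene). From the deposited counts, 17998 genes passed edgeR's filter on low counts. They were scaled by edgeR's TMM method, with factors between 0.969 and 1.01, and tested with its quasi-likelihood test and Benjamini-Hochberg adjustment. Unless stated otherwise, the CPM values that follow are after this scaling, and standard errors of log2 fold changes were derived from the same test. *Mettl3*, the targeted gene, lies on chromosome 14 of GRCm38 from 52294841 to 52305128, on the minus strand. Its level was 21.1, 29.6, 21.3 and 24.3 CPM in *Mettl3*-CKO replicates 1 to 4 and 33.8, 32.5, 29.4 and 29.3 CPM in control replicates 1 to 4. The means were 24.1 ± 3.97 CPM (SD, n = 4) and 31.2 ± 2.24 CPM (SD, n = 4), a log2 fold change of -0.38 (standard error 0.12, adjusted p = 0.0602 from edgeR's quasi-likelihood test). *Mettl3*-CKO replicate 2 overlapped the controls (exact permutation test of log2 CPM, two-sided p = 0.0857). With DESeq2 in place of edgeR the log2 fold change was -0.38 and the adjusted p 0.032, and over all the other settings tried with all samples the adjusted p lay between 0.0139 and 0.079. These counts are summed over the whole gene, so reads on exons outside a deleted segment still count, and the range of *Mettl3* overlaps that of the gene *Tox4*. The paper shows efficient loss of METTL3 by staining in the central retina. The samples here are of the whole retina, so cells outside that region also count.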

To examine how *Mettl3* deficiency affects gene expression in the retina, we performed RNA-seq analyses of control and *Mettl3*-CKO retinas at p7, the time point at which the structural defects became obvious. In principal component analysis (PCA), mutant retinas were clearly separated from control retinas (Figure 3—figure supplement 1A). 

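Principal component analysis was recomputed on log2(FPKM + 1) of the 17998 genes tested, with FPKM calculated from the deposited counts and gene lengths and each gene centred but not scaled. PC1 carried 36.6% of the variance and PC2 26.4%. The PC1 scores were -26.6, -16.2, -13.4 and -9.68 in *Mettl3*-CKO replicates 1 to 4 and 22.4, 13.1, 11.8 and 18.7 in control replicates 1 to 4. The means were -16.5 ± 7.27 (SD, n = 4) and 16.5 ± 4.92 (SD, n = 4), a difference of -33.0 that exceeded the spread within each group (two-sided exact permutation test, p = 0.0286, the smallest p that 4 samples against 4 allow). PC2 did not part the groups (exact permutation test, p = 0.886). Its extremes were 2 controls, replicate 1 with a score of 32.1 and replicate 4 with a score of -18.6. Leaving out *Mettl3*-CKO replicate 1 moved PC1 most among the fits that each left out one replicate, to a difference of -26.1 (exact permutation test, p = 0.0571).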

Differentially expressed gene (DEG) analysis showed that 580 genes were upregulated and 532 genes were downregulated in *Mettl3*-CKO retinas (Figure 3—figure supplement 1B). 

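In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1168 genes were upregulated and 729 downregulated in *Mettl3*-CKO retinas at an adjusted p-value under 0.05, together 10.5% of the 17998 genes tested. DESeq2, the package named in the methods, gave 1476 upregulated and 1019 downregulated genes at the same threshold. Most changes were small, since 81.9% of the called genes changed by less than 2-fold and their median absolute log2 fold change was 0.58, with 208 genes more than 2-fold higher and 135 more than 2-fold lower. The 4 *Mettl3*-CKO values all lay on one side of the 4 control values for 1759 of the 1897 called genes, and for 17.4% of all tested genes against the 2.86% that chance gives. The number of calls depended on which sample was left out, from 694 without *Mettl3*-CKO replicate 1 to 3171 without control replicate 1. In each of the 8 fits that left out one sample, 498 of the upregulated and 165 of the downregulated genes stayed called. Fits with fewer samples also have less power, so a lost call need not mean that the gene rested on 1 sample. The alternative that moved the counts most upward was limma voom with sample quality weights, which called 2142 genes higher and 1568 lower.

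Among called genes whose groups did not overlap and whose mean was at least 1 on the log2 CPM scale, the 5 largest rises were those of *Zfp819*, *Tgm7*, *Klhdc7a*, *Gm11620* and *1300017J02Rik*, with log2 fold changes between 3.30 and 4.50. *Zfp819*, on chromosome 7 from 43607169 to 43618285 (GRCm38), was at 4.96 ± 2.03 CPM (SD, n = 4) in *Mettl3*-CKO retinas and 0.216 ± 0.111 CPM (SD, n = 4) in controls, a log2 fold change of 4.50 (standard error 0.45, adjusted p = 0.000227). *Gm11620*, annotated as a processed pseudogene on chromosome 11 from 105164776 to 105166620, rose from 0.698 ± 0.14 to 7.96 ± 2.02 CPM (SD, n = 4 each), and its counts are uncertain because a pseudogene can share reads with its parent gene. The 5 largest falls were those of *Aplnr*, *Hba-a1*, *Tie1*, *Hbb-bs* and *Cd93*, with log2 fold changes between -3.03 and -2.11. *Aplnr*, on chromosome 2 from 85136225 to 85139923, was at 0.631 ± 0.296 CPM (SD, n = 4) in *Mettl3*-CKO retinas and 5.26 ± 4.16 CPM (SD, n = 4) in controls, a log2 fold change of -3.03 (standard error 0.52, adjusted p = 0.00398). *Hba-a1* and *Hbb-bs* have near-identical globin copies, between which reads could be split. All adjusted p-values are from edgeR's quasi-likelihood test.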

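Squared Pearson correlations (R2) between samples were recomputed on log2(FPKM + 1) over all 54532 genes. The 6 pairs of *Mettl3*-CKO samples had R2 between 0.980 and 0.984 (mean 0.981), the 6 pairs of controls between 0.963 and 0.983 (mean 0.972) and the 16 pairs of a *Mettl3*-CKO and a control sample between 0.960 and 0.978 (mean 0.971). The control pairs thus spanned nearly the same range as the pairs between groups, and the lowest of them was that of control replicates 1 and 4. The mean R2 of same-group pairs exceeded that of between-group pairs by 0.00568. Over the 35 distinct splits of the 8 samples into groups of 4, the real split gave the largest excess (exact permutation test, one-sided p = 0.0286, the smallest that these splits allow). On log2(CPM + 1) the R2 values of pairs between groups lay between 0.982 and 0.992, and on log2(FPKM + 0.1) between 0.928 and 0.951. The means of control pairs, pairs between groups and *Mettl3*-CKO pairs were 0.989, 0.988 and 0.994 on log2(CPM + 1). They were 0.944, 0.945 and 0.955 on log2(FPKM + 0.1), where the control pairs added nothing to the excess. The paper reasons from the closeness of these correlations to the extent of the change that loss of *Mettl3* brings to retinal gene expression.

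**Figure D1:**
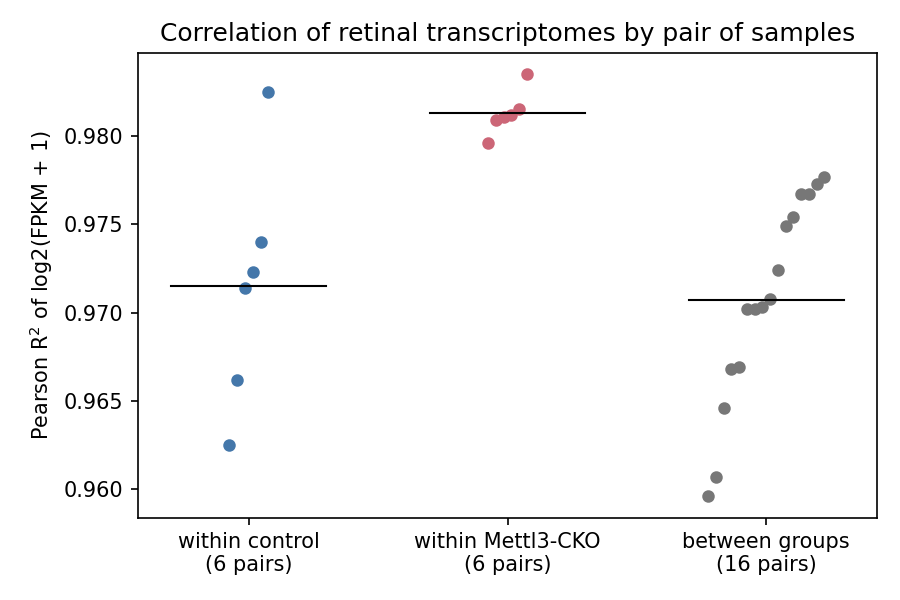
Squared Pearson correlation of log2(FPKM + 1) over all genes for each pair of samples (1 point per pair), grouped by whether both samples are control, both *Mettl3*-CKO, or 1 of each, with a line at each mean (the vertical axis does not start at 0). *Mettl3*-CKO pairs sit between 0.980 and 0.984, and control pairs overlap the pairs between groups.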

Pearson analysis showed only subtle differences between control and mutant retinal transcriptomes (Figure 3—figure supplement 1C), indicating that *Mettl3* delicately regulates retinal gene expression.

To examine the transcriptomic and cell status changes in *Mettl3*-CKO retinal cells in a more comprehensive way, we performed single-cell RNA sequencing (scRNA-seq) on control and *Mettl3*-CKO retinal cells at p7. A total of 5995 control and 6992 *Mettl3*-CKO retinal cells passed quality control and were used for subsequent bioinformatic analysis. By applying unsupervised clustering and dimensional reduction and based on the expression of key marker genes, sequenced cells were clustered into nine clusters, representing the typical cellular composition of the retina at p7 (Figure 3A and B, Figure 3—figure supplement 2A). Rods, the largest cell population in the retina, occupied the largest cluster, and other retinal neurons, including cones, amacrine cells, bipolar cells, and Müller glial cells, each formed distinct clusters. Retinal ganglion cells and horizontal cells were not represented, probably due to their small population size. A group of cells along the trajectory toward bipolar cells and rods were judged as precursors for the two cell types based on their high expression of *Otx2* and *Neurod4*. A group of cells at one edge extending from Müller glia highly expressed cell cycle drivers, such as *Mki67*, *Pcna,* and *Ccnb1*, suggesting that they were RPCs and were likely RPCs in the final phase of differentiation that reside on the retinal periphery at this time point; these cells were more abundantly observed in *Mettl3*-CKO retinas whose retinogenesis period was extended (Figure 3—figure supplement 3).

**Figure 3.**
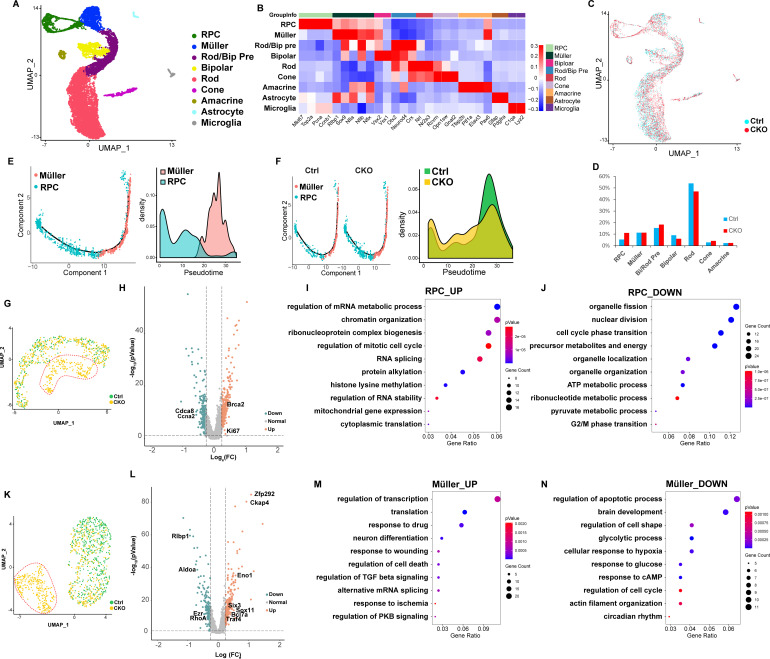
Single-cell RNA sequencing (scRNA-seq) analyses reveal distorted transcriptomes of late retinal progenitor cells (RPCs) and Müller glial cells in *Mettl3*-CKO retinas. (**A**) UMAP presenting the cell clusters of all sequenced cells. (**B**) Heatmap illustrating the expression patterns of key markers of each retinal cell type. (**C**) UMAP presenting the distribution of control and *Mettl3*-CKO retinal cells. (**D**) Bar column presenting the cell compositions in control and *Mettl3*-CKO retinas. (**E**) Left: pseudotime presentation illustrating the developmental progression from RPCs to Müller glia; right: cell density distributions of RPCs and Müller glia over the pseudotime period. (**F**) Left: separate pseudotime presentations of control and *Mettl3*-CKO RPCs and Müller glia; right: cell density distributions of control and *Mettl3*-CKO cells over the pseudotime period. (**G**) UMAP of reclustered RPCs. The red dotted line encircles a distinct cell cluster composed solely of *Mettl3*-CKO RPCs. (**H**) Volcano plot showing gene expression differences between mutant RPCs (encircled by the red dotted line in **A**) and the remaining RPCs. (**I**) Bubble plot showing the biological processes enriched in genes that were upregulated in the *Mettl3*-mutant RPC cluster. (**J**) Bubble plot showing the biological processes enriched in genes that were downregulated in the *Mettl3*-mutant RPC cluster. (**K**) UMAP of reclustered Müller glia. The red dotted line encircles a distinct cell cluster composed solely of *Mettl3*-CKO Müller glia. (**L**) Volcano plot showing gene expression differences between mutant Müller glia (encircled by the red dotted line in **E**) and the remaining Müller glia. (**M**) Bubble plot showing the biological processes enriched in genes that were upregulated in the *Mettl3*-mutant Müller glial cluster. (**N**) Bubble plot showing the biological processes enriched in genes that were downregulated in the *Mettl3*-mutant Müller glial cluster.

**Figure 3—figure supplement 1.**
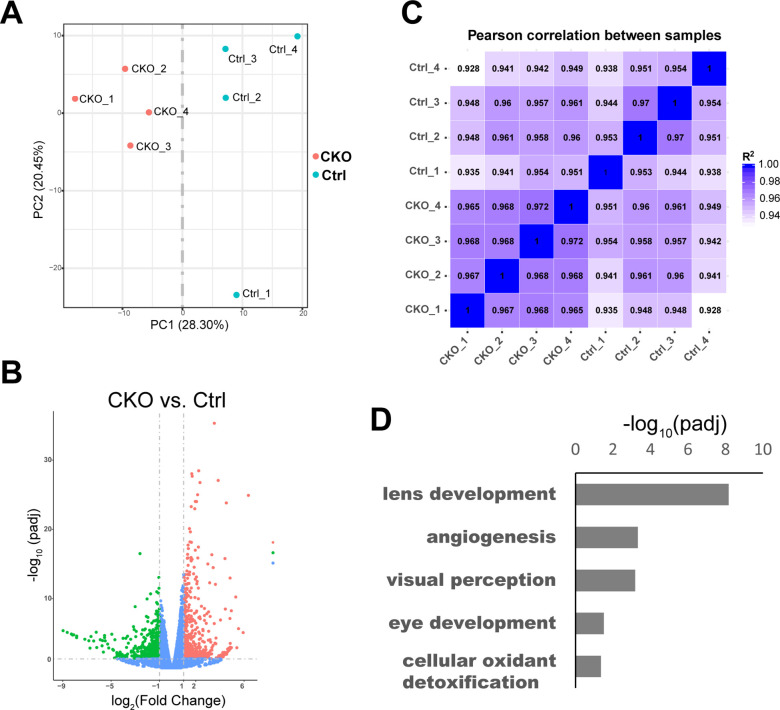
RNA-seq analyses of the transcriptomes of control and *Mettl3*-CKO retinas. (**A**) Principal component analysis (PCA) map illustrating separation of the control and *Mettl3*-CKO retinal transcriptomes. (**B**) Volcano plot illustrating the gene expression differences between control and *Mettl3*-CKO retinas. (**C**) Pearson scores of the transcriptomes of different samples. (**D**) Bar graph showing the biological processes enriched in the gene group that were downregulated in *Mettl3*-CKO retinas.

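The processes in panel D were examined in the deposited counts with lists of marker genes for lens, blood vessels, phototransduction in rods and cones, and erythrocytes. A list's score is the mean over its tested genes of log2 CPM (TMM scaling, prior count 2) in each sample. Of 26 lens genes, 11 passed the filter on low counts and 5 were called downregulated in *Mettl3*-CKO retinas at an adjusted p-value under 0.05 (edgeR, adjusted over all genes), or 8 when adjusted over the list alone. The lens score was 0.32 ± 0.63 (SD, n = 4) in *Mettl3*-CKO retinas and 2.19 ± 3.21 (SD, n = 4) in controls, a difference of -1.86 within the spread of the controls (two-sided exact permutation test, p = 0.343). Counts of the 26 lens genes, divided by the total count without TMM scaling, summed to between 12.4 and 33.7 CPM in the *Mettl3*-CKO samples and to 114, 16.6, 10.0 and 6315 CPM in control replicates 1 to 4, so that 97.5% of the lens counts of the controls came from control replicate 4. The alpha-crystallin gene *Cryaa*, on chromosome 17 from 31677933 to 31681724 (GRCm38), was at 1168 CPM in control replicate 4, at 23.01 CPM in control replicate 1 and at no more than 6.48 CPM in any other sample.

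Of 20 vascular genes tested, 11 were called downregulated (13 adjusted over the list alone) and none upregulated. The vascular score was 1.17 ± 0.27 (SD, n = 4) in *Mettl3*-CKO retinas and 2.18 ± 0.58 (SD, n = 4) in controls, a difference of -1.01 with every control above every *Mettl3*-CKO sample (exact permutation test, p = 0.0286, adjusted to 0.0763 over the 24 lists scored). *Cdh5* had a log2 fold change of -1.86 (standard error 0.43, adjusted p = 0.0182 from edgeR) and *Flt1* of -1.34 (standard error 0.22, adjusted p = 0.00282 from edgeR). In the 8 fits that left out one sample, *Cdh5* ran from -2.06 to -1.19 and was called in 6. *Flt1* ran from -1.47 to -1.20 and was called in all 8. Of 29 phototransduction genes, 11 were called downregulated and none upregulated, or 15 and 1 adjusted over the list alone. Over the fits that left out one sample, the downregulated calls ran from 2 (without *Mettl3*-CKO replicate 1) to 13 (without *Mettl3*-CKO replicate 4). The phototransduction score was 5.91 ± 0.32 (SD, n = 4) against 6.33 ± 0.33 (SD, n = 4) in controls, a difference of -0.43 that the spread between samples could give (exact permutation test, p = 0.171). The separate rod list differed by -0.57 (exact permutation test, p = 0.0571), with 9 of 20 tested genes called downregulated. The cone list differed by -0.10 (exact permutation test, p = 0.486), with 2 of 9 called downregulated. *Nrl* had a log2 fold change of -0.79 (standard error 0.16, adjusted p = 0.00861 from edgeR). The erythrocyte score, over 3 tested genes of which 2 were called downregulated under either adjustment, differed by -1.51 (exact permutation test, p = 0.0286, adjusted to 0.0763 over the same lists). *Hba-a1* was at 1.74 ± 0.834 CPM in *Mettl3*-CKO retinas and 11.1 ± 3.58 CPM in controls (SD, n = 4 each).

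**Figure D2:**
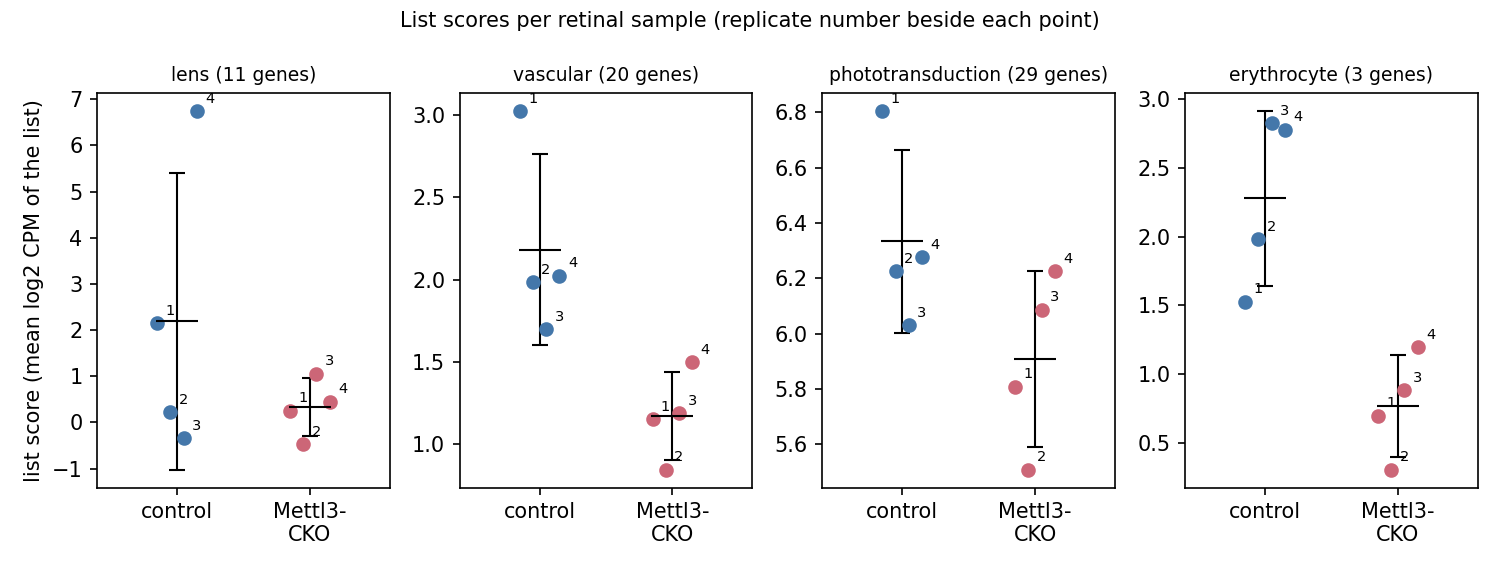
List score (mean log2 CPM of the list's tested genes, each panel on its own axis) of each sample for the lens, vascular, phototransduction and erythrocyte lists, with the replicate number beside each point and the mean and SD of the 4 samples of each group as a bar. Control replicate 4 stands at 6.74 on the lens score, while the other controls lie between -0.34 and 2.14. The vascular and erythrocyte scores of the groups do not overlap.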

**Figure 3—figure supplement 2.**
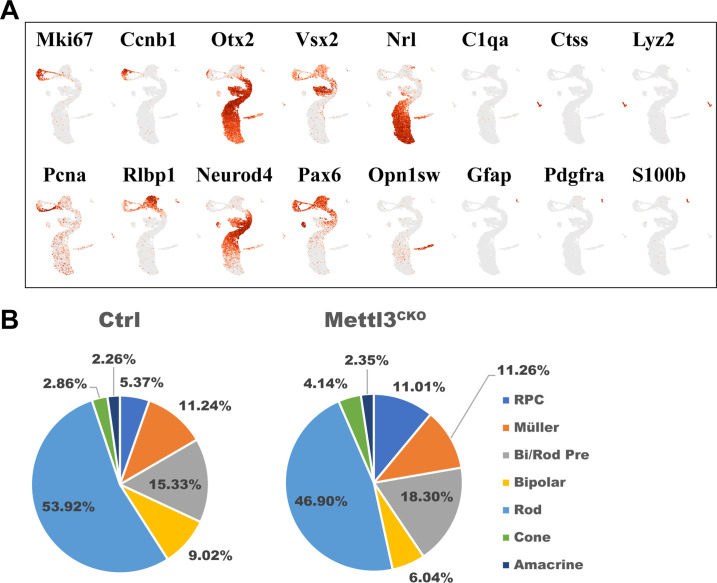
Single-cell RNA sequencing (scRNA-seq) analysis of *Mettl3*-CKO retinal cells. (**A**) Expression patterns of marker genes of various types of retinal cells in UMAP. (**B**) Pie charts illustrating the cell type compositions in control and *Mettl3*-CKO retinas.

**Figure 3—figure supplement 3.**
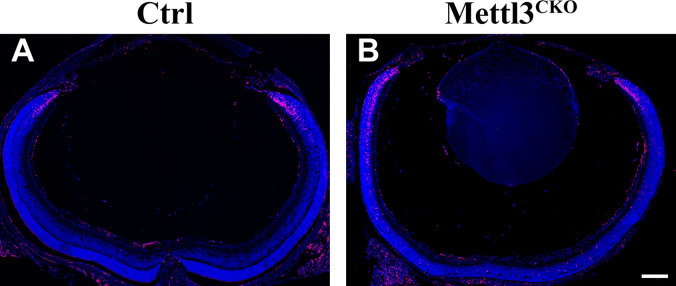
Proliferating retinal progenitor cells (RPCs) in the retinas at p7. Confocal images of p7 control and *Mettl3*-CKO retinas stained for KI67 to illustrate proliferating RPCs. The scale bar is 200 μm.

**Figure 3—figure supplement 4.**
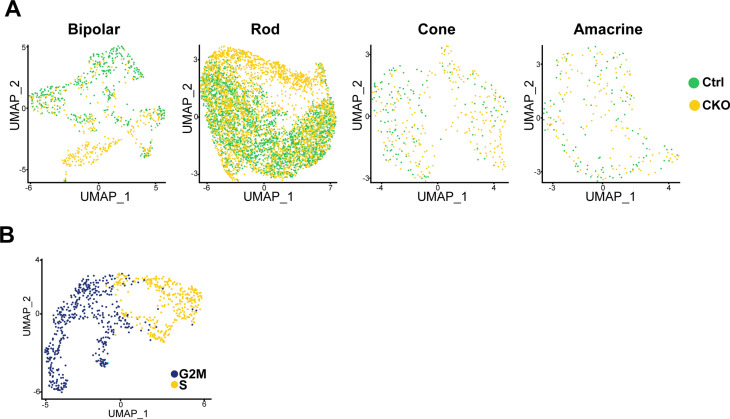
Reclustering of different types of retinal cells. (**A**) UMAPs of the reclustered bipolar cell, rod, cone, and amacrine cell populations. (**B**) Cell cycle phase distribution pattern in reclustered retinal progenitor cells (RPCs).

Cell number counting showed that the proportion of rods was slightly reduced in *Mettl3*-CKO retinas; the proportion of RPCs in *Mettl3*-CKO retinas was nearly twofold higher than that in control retinas (Figure 3D, Figure 3—figure supplement 2B), consistent with the extended retinogenesis observed for *Mettl3*-CKO RPCs. Our manual counting showed that more Müller glial cells were generated in *Mettl3*-CKO retinas; however, the scRNA-seq results showed that the proportions of Müller cells in control and *Mettl3*-CKO retinas were comparable (Figure 3D, Figure 3—figure supplement 2B). These seemingly conflicting results were due to the different sampling strategies adopted in the two experiments. For manual counting, we selected the central region of the retina, while for scRNA-seq, we collected the whole retina. At p7, the remaining KI67^+^ retinogenesis region was larger in *Mettl3*-CKO retinas than in control retinas, thus, the region of the retina that had finished Müller gliogenesis was smaller in *Mettl3*-CKO retinas than in control retinas (Figure 3—figure supplement 3). As the consequence, the elevated Müller gliogenesis phenotype was masked by the smaller region that had finished the process in the scRNA-seq data analysis. To observe the progression of this end-stage retinogenesis, we selected RPCs and Müller glia for pseudotime analysis. The results demonstrated a continuous cell status transition from RPCs to Müller glia (Figure 3E), consistent with the gliogenic status of RPCs at this time point. Analysis of the pseudotime distributions of control and *Mettl3*-CKO cells revealed that the gliogenesis progression of *Mettl3*-CKO RPCs lagged behind that of control RPCs (Figure 3F), suggesting delayed Müller gliogenesis in *Mettl3*-CKO retinas, which is consistent with the extended retinogenesis in *Mettl3*-CKO retinas revealed by BrdU labeling (Figure 2). Thus, the scRNA-seq examination of p7 control and *Mettl3*-CKO retinal cells reveals distorted and extended late-stage retinogenesis in the mutant retina at the transcriptomic level.

### *Mettl3* deficiency distorts the transcriptomes of late RPCs and Müller glial cells

Clustering analysis of all the cells sequenced failed to reveal distinct cell clusters for the cells derived from the mutant retinas (Figure 3C). We suspected that subtle transcriptomic changes in some types of retinal cells were masked in the whole dataset. We thus performed reclustering of individual clusters of cells. The reclustering revealed distinct mutant clusters in the Müller, RPC, bipolar, and rod populations (Figure 3G and K, Figure 3—figure supplement 4A), especially for the Müller glia population, in which the mutant cell cluster was distantly separated from the control cell cluster (Figure 3K). Cell cycle phase analysis of RPCs showed that G2/M and S phase cells were distinctively distributed along two sides of UMAP, but the cell cycle phases were not responsible for the formation of the mutant cell cluster (Figure 3—figure supplement 4B). Since phenotypic analyses indicated that RPCs and Müller glia were the two cell types most significantly affected by *Mettl3* deletion and that the mutant cell clusters were more pronounced in the RPC and Müller populations, we next focused on RPCs and Müller glia. DEG analysis of the mutant RPC cell cluster and the remaining RPC cells showed that 286 genes were upregulated and 212 genes were downregulated in mutant RPCs (Figure 3H and Source data 1). The upregulated genes were enriched for biological processes related to gene expression regulation, while downregulated genes were enriched for biological processes related to organelle, metabolism, and cell cycle regulation (Figure 3I and J). Importantly, key cell cycle machinery components, such as *Ki67* and *Brca2*, were upregulated, but many cell cycle regulators, such as *Ccna2* and *Cdca8*, were downregulated (Figure 3H–J and Source data 1), which might be a part of the molecular mechanism underlying the extended cell cycle progression observed in *Mettl3*-CKO RPCs (Figure 2). DEG analysis of the mutant Müller cell cluster and the remaining Müller cells showed that 239 genes were upregulated and 181 genes were downregulated in mutant Müller cells (Figure 3L and Source data 2). The upregulated genes in the mutant Müller cell cluster were enriched for genes regulating transcription that have been linked with RPC development, such as *Six3* and *Sox11* (Figure 3L and M and Source data 2). The downregulated genes in the mutant Müller cell cluster were enriched for regulators participating in ‘cell shape’ and ‘actin filament organization,’ including important actin cytoskeleton regulators, such as *RhoA* and *Ezr* (Figure 3L and N and Source data 2), indicating compromised physical properties of mutant Müller cells, which explained the distorted morphology of Müller cells and severely disorganized tissue structure in *Mettl3*-CKO retinas (Figure 1). In addition, many genes that are essential for the supporting functions of Müller cells, such as those involved in the ‘glycolytic process,’ including *Aldoa*, *Eno1*, and *Rlbp1*, were significantly downregulated in the mutant Müller cell cluster (Figure 3L and N and Source data 2), indicating that the physiological functions of Müller glia in *Mettl3*-CKO retinas were compromised, which likely contributes to the functional abnormality of *Mettl3*-CKO retinas.

Taken together, reclustering and DEG analyses of scRNA-seq data reveal that *Mettl3* deficiency distorts the transcriptomes of late RPCs and Müller cells, which is likely the molecular basis for the distorted cellular behaviors of RPCs and Müller glia in *Mettl3*-CKO retinas.

### The m^6^A epitranscriptome landscape of the mouse retina

To explore how m^6^A modification might be involved in retinal development and physiology, we next characterized the mouse retinal m^6^A epitranscriptome using MeRIP-seq. With a fold enrichment cutoff of 3, we detected 15,471 peaks on 6735 genes, 11,601 peaks on 6356 genes, and 14,041 peaks on 5940 genes in p0, p7, and adult retinas, respectively (Figure 4A and Source data 3). The retinal m^6^A epitranscriptomes at different ages were similar to each other that of the 8772 m^6^A-modified genes detected in the retina, 46% were detected in all ages, and 71% were detected in at least two ages (Figure 4A). The retinal m^6^A peaks were largely localized in the CDS region, with pronounced enrichment around the stop codon (Figure 4B, Figure 4—figure supplement 1A), and enriched for the ‘GGACU’ sequence (Figure 4C), consistent with the topological features observed in the m^6^A epitranscriptomes of other tissues (Dominissini et al., 2012; Meyer et al., 2012; Zaccara et al., 2019; Zhao et al., 2017). The mouse retinal m^6^A epitranscriptome was enriched for genes participating in biological processes related to retinal development, structural organization, and visual function, such as ‘synapse organization,’ ‘axonogenesis,’ ‘dendrite development,’ ‘cell junction assembly,’ and ‘retina development,’ including many genes that have been demonstrated to play essential roles in retinal development, physiology, or pathology (Figure 4D and E, Figure 4—figure supplement 1B). The retinal m^6^A epitranscriptome at p0 was further enriched for genes involved in cell cycle progression, consistent with the proliferative status of the tissue at the time (Figure 4—figure supplement 1B and Source data 4). Thus, the MeRIP-seq analyses revealed that the retinal m^6^A epitranscriptome is enriched for genes that play key roles in many essential activities of the retina and might participate in regulating these biological processes.

**Figure 4.**
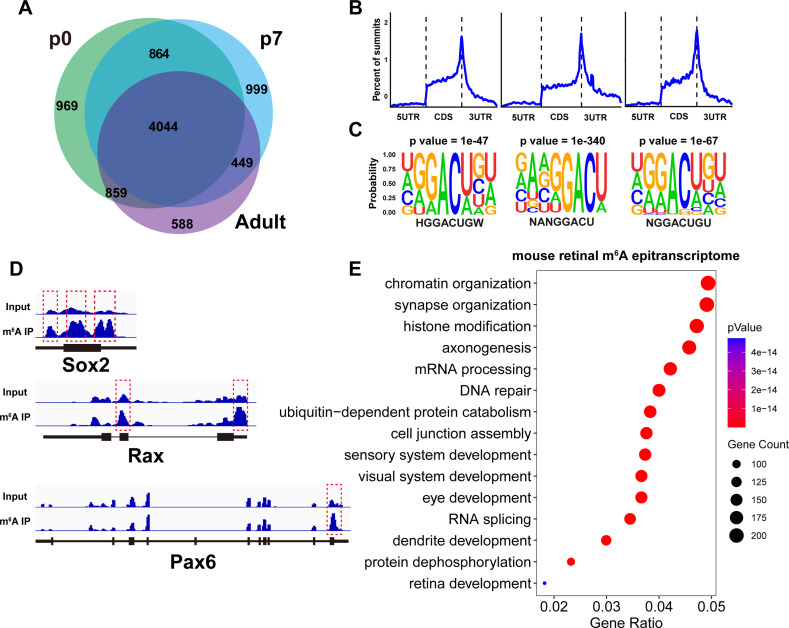
Mouse retinal m^6^A epitranscriptome. (**A**) Pie graph illustrating the number of genes carrying m^6^A modification detected by MeRIP-seq in the mouse retina at different ages. The numbers represent the number of genes in the respective pie region. (**B**) Plots illustrating the distribution of m^6^A peaks along mouse retinal transcripts. (**C**) The most enriched motif among m^6^A peak sequences in the mouse retina transcriptome. (**D**) IGV views illustrating the m^6^A peak distribution along transcripts of important retinal regulatory genes revealed by MeRIP-seq. (**E**) Bubble plot showing the biological processes enriched in genes carrying m^6^A modification detected in the retinas of mice at all ages.

**Figure 4—figure supplement 1.**
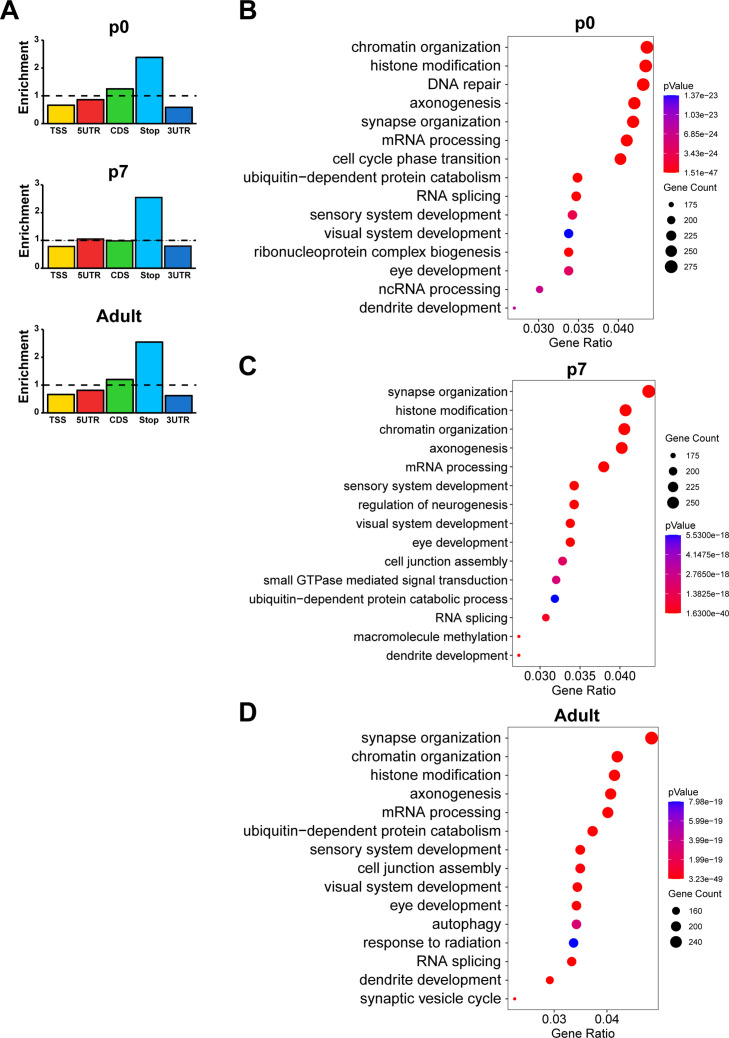
m^6^A epitranscriptomes of the mouse retina at different ages. (**A**) Bar graphs illustrating the enrichment status of m^6^A peaks in different regions of mouse retinal transcripts. (**B–D**) Bubble plots showing the biological processes enriched in genes carrying m^6^A modification detected in the retinas at p0 (**B**), p7 (**C**), and in adults (**D**).

### m^6^A modification promotes the degradation of RPC transcripts during RPC-to-Müller transition

To investigate how m^6^A modification regulates the retinal transcriptome, we performed integrative analyses of the scRNA-seq data and the MeRIP-seq data. First, we analyzed the expression levels of m^6^A-tagged retinal transcripts in control and *Mettl3*-mutant cell clusters. Single-sample gene set enrichment analysis (ssGSEA) showed that m^6^A-tagged transcripts tended to be upregulated in *Mettl3*-mutant RPC and Müller glia clusters, and in *Mettl3*-mutant rod and bipolar cell clusters, but to a lesser extent (Figure 5A). Grouping genes based on the number of m^6^A peaks showed that as the number of m^6^A sites increased, the genes were upregulated to greater levels in *Mettl3*-mutant RPC and Müller glia clusters (Figure 5B). These results suggest that m^6^A modification promotes the degradation of modified transcripts in RPCs and Müller cells. Examining the m^6^A modification status of the DEGs in *Mettl3*-mutant RPC and Müller glia clusters showed that most of the upregulated genes in *Mettl3*-mutant clusters were subject to m^6^A modification, while, in contrast, a much smaller portion of the downregulated genes did (Figure 5C), suggesting that one major direct cause for gene upregulation in *Mettl3*-mutant RPC and Müller glia clusters was due to lack of m^6^A-mediated degradation.

**Figure 5.**
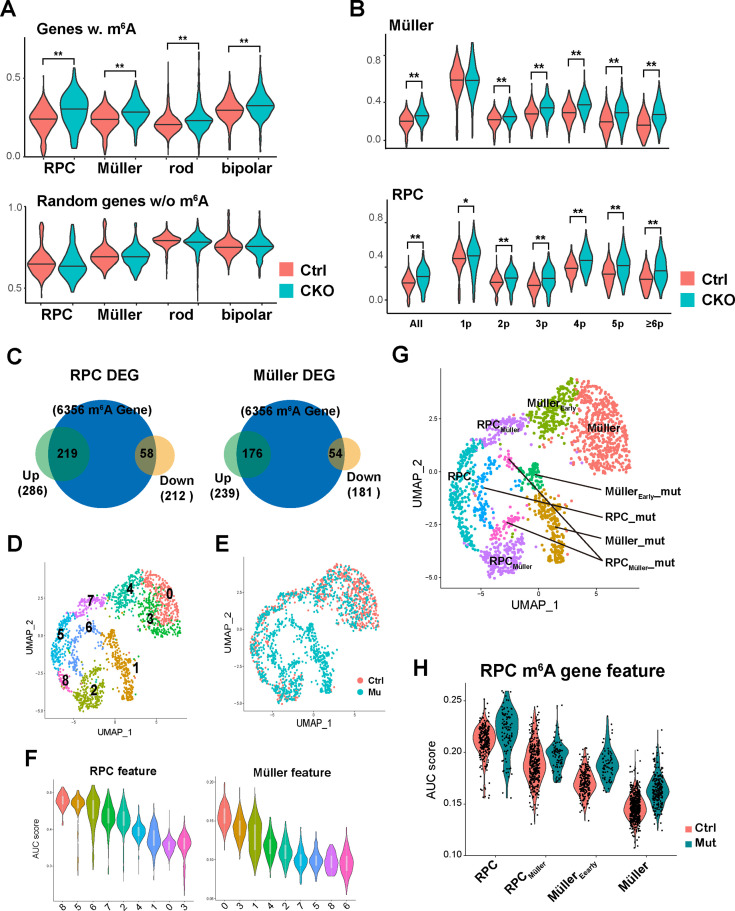
m^6^A modification promotes the degradation of retinal progenitor cell (RPC) transcripts. (**A**) Top: violin plot of single-sample gene set enrichment analysis (ssGSEA) scores illustrating the expression levels of m^6^A-modified genes in control and *Mettl3*-CKO retinal cells. Bottom: violin graph of ssGSEA scores of randomly selected genes that do not carry m^6^A to serve as controls. (**B**) Violin plots of ssGSEA scores illustrating the expression levels of different groups of m^6^A-modified genes in control and *Mettl3*-CKO Müller glia (top) and RPCs (bottom). The genes are grouped based on the number of m^6^A peaks along their transcript. (**C**) Pie graphs showing the number of m^6^A-modified genes that were upregulated (green pies) or downregulated (yellow pie) in *Mettl3*-mutant RPC or Müller glia clusters. The numbers inside the parentheses indicate the number of genes, and the numbers inside the figure indicate the number of overlapping genes between the two pies. (**D**) UMAP of reclustered RPCs and Müller glial cells. (**E**) UMAP of reclustered RPCs and Müller glial cells with colors indicating the sample origin of the cells. (**F**) Violin plots of area under the curve (AUC) scores of the collective gene expression levels of RPC feature gene set (left) and Müller feature gene set (right) in different clusters of reclustered RPCs and Müller glial cells. Clusters were ordered based on the scores. (**G**) UMAP graph illustrating the distribution of cell clusters of RPCs, RPCs committed to Müller glial fate (RPC_Müller_), Müller glial cells just differentiated (Müller_Early_), and Müller glial cells, as well as their corresponding mutant cell clusters (_mut). (**H**) Violin plot of AUC scores illustrating the activity of m^6^A-modified RPC genes in the control and mutant cell clusters along the course of RPC-to-Müller transition.

**Figure 5—figure supplement 1.**
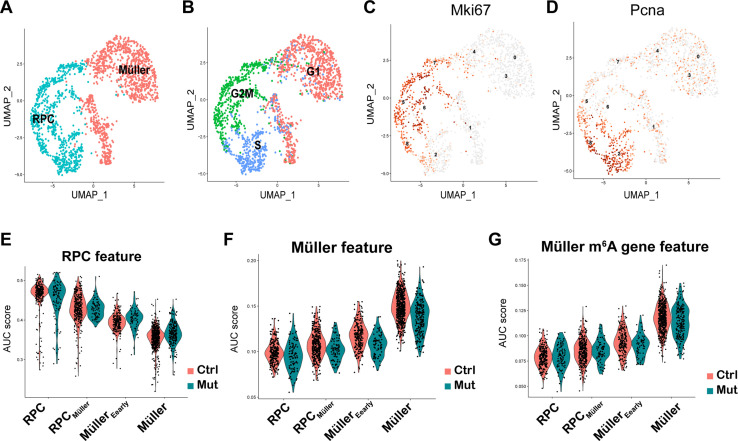
p7 retinal progenitor cells (RPCs) and Müller glial cells. (**A**) UMAP of reclustered RPCs and Müller glial cells with colors indicating the cell type. (**B**) UMAP of reclustered RPCs and Müller glial cells with colors indicating the cell cycle phases. (**C, D**) UMAP illustrating the expression pattern of Mki67 and Pcna across RPCs and Müller glial cells. (**E**) Violin plot of area under the curve (AUC) scores illustrating the activity of the RPC feature in the control and mutant cell clusters along the course of the RPC-to-Müller transition. (**F**) Violin plot of AUC scores illustrating the activity of the Müller feature in the control and mutant cell clusters along the course of the RPC-to-Müller transition. (**G**) Violin plot of AUC scores illustrating the activity of m^6^A-modified Müller genes in the control and mutant cell clusters along the course of RPC-to-Müller transition.

As in most neural tissues, gliogenesis occurs toward the end of retinogenesis. By constitutively expressing a set of progenitor genes, Müller cells maintain a certain level of retinal regeneration potential (Blackshaw et al., 2004; Goldman, 2014; Jadhav et al., 2009). However, to function as a glial cell, Müller cells need to establish a unique transcriptome different from that of progenitors (Lin et al., 2019; Nelson et al., 2011). How this transcriptomic transition from progenitors to glial cells is achieved remains unexplored. Taking advantage of our scRNA-seq data that likely contain transcriptomes of the cells in the transition states between late RPCs and Müller glial cells, we tested whether further analyses could identify such cell clusters. For this purpose, we pulled out late RPCs and Müller glial cells and reclustered them. Reclustering analyses generated nine clusters (Figure 5D). Cells originally annotated as RPCs and Müller cells were clearly separated on the two sides of the UMAP graph (Figure 5—figure supplement 1A), and cells in the inner circle of the graph were composed purely of cells from *Mettl3*-CKO retinas (Figure 5E), consistent with original clustering analyses (Figure 3A, G and K). In previous work, we compared the transcriptomes of Müller glia and early RPCs, and identified 3717 and 2450 genes that are significantly more abundant in early RPCs and Müller glia, respectively (Lin et al., 2019). Using these two groups of genes as the RPC signature gene set and Müller glia signature gene set, we used AUCell to score RPC and Müller glia features in each cell. Putting the two pure *Mettl3*-CKO cell cluster (clusters 1 and 6) aside, area under the curve (AUC) scoring showed that RPC clusters 2 and 7 exhibited significantly lower levels of the RPC feature but higher levels of the Müller feature than other RPC clusters, while Müller cluster 4 exhibited significantly lower level of the Müller feature but higher level of the RPC feature than other Müller clusters (Figure 5F), indicating that these three clusters reside in intermediate states between late RPCs and Müller glial cells. We thus classified cells in clusters 2 and 7 as late RPCs committed to Müller glial fate (named RPC_Müller_), and cells in cluster 4 as Müller cells that had just exited the cell cycle and become Müller cells (named Müller_Early_). The reclustering did not identify distinct mutant clusters corresponding to clusters 2, 4, and 7. Based on the expression patterns of markers for clusters 4, and 7, we classified subsets of cells of clusters 1 and 6 as the corresponding mutant clusters for clusters 4 and 7 (named Müller_Early__mut and RPC_Müller__mut, respectively); based on the pure *Mettl3*-CKO sample origin, we classified a subset of cells at one edge of cluster 2 as the corresponding mutant cluster for cluster 2 (also named RPC_Müller__mut). Thus, our reclusting and RPC/Müller feature analyses identified cell clusters in RPC-to-Müller transition states, as well as their corresponding mutant clusters (Figure 5G). We then scored the RPC and Müller features in this set of cell clusters. AUC scores showed that the RPC feature gradually decreased, and the Müller feature gradually increased from RPC clusters to Müller clusters in the control groups (Figure 5—figure supplement 1E and F). When examining the mutant groups, although the general trend was for the RPC feature to be elevated and for the Müller feature to be repressed compared with the corresponding control clusters, the differences were moderate (Figure 5—figure supplement 1E and F). We then determined the activities of subsets of RPC and Müller signature genes that carry m^6^A modification. Among the 3717 RPC signature genes, 1642 were subjected to m^6^A modification, and among the 2450 Müller signature genes, 894 were subjected to m^6^A modification. AUCell soring showed that, for the m^6^A subset of RPC signature genes, the activity in mutant clusters was significantly elevated to a level close to that in the control cluster of an earlier state (Figure 5H), while for the m^6^A subset of Müller signature genes, the activity in the mutant clusters remained relatively unchanged (Figure 5—figure supplement 1G). Thus, these analyses demonstrated that m^6^A-RPC transcriptome failed to be promptly downregulated during the RPC-to-Müller transition.

Taken together, these analyses on the expression of m^6^A-tagged genes in control and *Mettl3*-mutant retinal cells demonstrate that m^6^A modification promotes the degradation of RPC transcripts during the RPC-to-Müller transition. This process is likely essential for the timely termination of retinogenesis and the proper establishment of the transcriptome of Müller glial cells.

### Overexpression of m^6^A-tagged RPC genes in late RPCs disturbs late-stage retinogenesis

To experimentally test whether m^6^A modification promotes the degradation of RPC transcripts, we selected eight m^6^A-tagged genes (*Zfp292*, *Ckap4*, *Nxt1*, *Apex1*, *Bcl7a*, *Traf4*, *Rap2b*, and *Sulf2*) that were significantly upregulated in the *Mettl3*-mutant RPC and Müller clusters (Figure 6—figure supplement 1A). All eight genes carry multiple m^6^A tags around the stop codon (Figure 6—figure supplement 1B) and are involved in various biological processes, such as transcription, cytoskeleton function, and nuclear export. Using MeRIP-qPCR, we confirmed that the m^6^A modification levels of the transcripts of these genes were reduced in *Mettl3*-CKO retinas (Figure 6A, Figure 6—figure supplement 1C). We next measured the half-lives of the transcripts of these genes in the control and *Mettl3*-CKO retinas at p1. The results showed that the half-lives of the transcripts of five of these genes were extended significantly in *Mettl3*-CKO retinas compared with those in the retinas of their littermate controls (Figure 6B, Figure 6—figure supplement 1D), demonstrating that m^6^A modification promotes the degradation of these RPC transcripts in the retina. To test how upregulation of m^6^A-regulated genes would affect late-stage retinogenesis, we performed in vivo electroporation to overexpress four genes that showed extended transcript half-lives in *Mettl3*-CKO retinas in p1 RPCs. At p3, 2 days after electroporation, we examined the cell cycle status of GFP-marked electroporated RPCs through KI67 or PCNA staining. The results showed that there were significantly fewer KI67^-^ or PCNA^-^; GFP^+^ cells in the retinas electroporated with *Zfp292*-, *Ckap4*-, *Traf4*-, and *Bcl7a*- overexpression plasmids (Figure 6C and D, Figure 6—figure supplement 2A), suggesting that overexpression of these four genes prohibited RPCs from exiting the cell cycle. After exiting the cell cycle, many differentiating retinal cells migrate away from the central region of the retinoblast layer to their designated position in the mature retina. In the control retinas, we observed many GFP^+^ cells located near the vitreous edge of the retinoblast layer, away from KI67-positive zones, indicating that they were differentiating/maturing amacrine cells (arrowheads in Figure 6C, Ctrl). In contrast, much fewer such cells were observed in retinas overexpressing *Zfp292*, *Ckap4*, *Traf4,* or *Bcl7a* (Figure 6C), further supporting the conclusion that overexpression of these four genes prohibited RPCs from exiting the cell cycle. We then traced the cell fates of GFP-marked electroporated RPCs at p14. Overexpression of *Zfp292*, *Ckap4*, *Traf4*, or *Bcl7a* led to an increase in the percentage of Müller cells at the expense of amacrine cells or rod photoreceptors (Figure 6E and F), suggesting that overexpression of these four genes biased the late RPCs to adopt Müller glial fate versus neuronal fates. Overexpression of *Rap2b* increased the population of bipolar cells and decreased the population of amacrine cells (Figure 6—figure supplement 2B). We then coelectroporated *Zfp292*, *Ckap4*, *Traf4,* and *Bcl7a* in the retina. Co-overexpressing of all four genes did not exhibit an additive effect (Figure 6—figure supplement 2C), suggesting that co-overexpressing all four genes might elicit different gene-regulatory network changes that are different from those when expressed alone. Phalloidin staining of the electroporated retinas at p14 showed that while the OLMs of these retinas were grossly intact, occasionally at a few regions (three out of six retinas), the OLMs are broken, and a few rods escaped to the subretinal space (Figure 6—figure supplement 2D, arrows in the inset image indicate the escaped rods). We then tested the effects of knocking down these m^6^A-regulated genes in late RPCs. We electroporated plasmids expressing shRNAs targeting *Zfp292*, *Ckap4*, *Traf4*, and *Bcl7a* into p1 retinas. Late RPCs deficient for *Bcl7a* generated fewer Müller glial cells, while knocking down other three genes did not significantly affect retinogenesis (Figure 6—figure supplement 2E and F). Taken together, in vivo electroporation experiments demonstrated that expression levels of these m^6^A-regulated genes should normally be kept at relatively low levels and carefully controlled in late RPCs.

**Figure 6.**
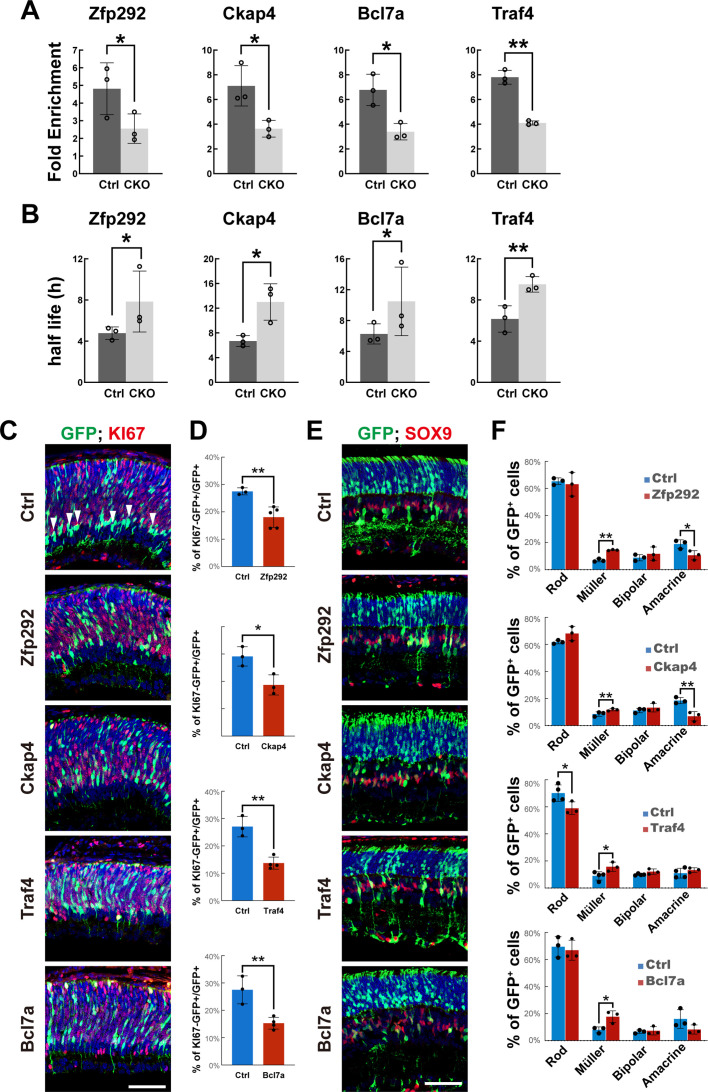
Overexpression of m^6^A-regulated genes disturbs late-stage retinogenesis. (**A**) MeRIP-qPCR results revealed downregulation of m^6^A modification of the transcripts in *Mettl3*-CKO retinas. (**B**) Transcript half-life measurements revealed prolonged half-lives of the transcripts in *Mettl3*-CKO retinas. (**C**) Confocal images of p3 retinas stained for GFP and KI67. The retinas were transfected with plasmids overexpressing cDNAs of candidate genes via in vivo electroporation at p1. (**D**) Quantification of the percentage of GFP-labeled electroporated RPCs that were KI67^-^ 48 hr after electroporation. (**E**) Confocal images of p14 retinas stained for GFP and SOX9. The retinas were transfected with plasmids overexpressing cDNAs of candidate genes via in vivo electroporation at p1. (**F**) Quantification of the cell compositions of GFP-labeled electroporated cells. The data in (**A, B, D, F**) are presented as the means ± standard deviation, corresponding to at least three independent biological replicates. *p<0.05, **p<0.01. The scale bars in (**C**) and (**E**) are 50 μm.

**Figure 6—figure supplement 1.**
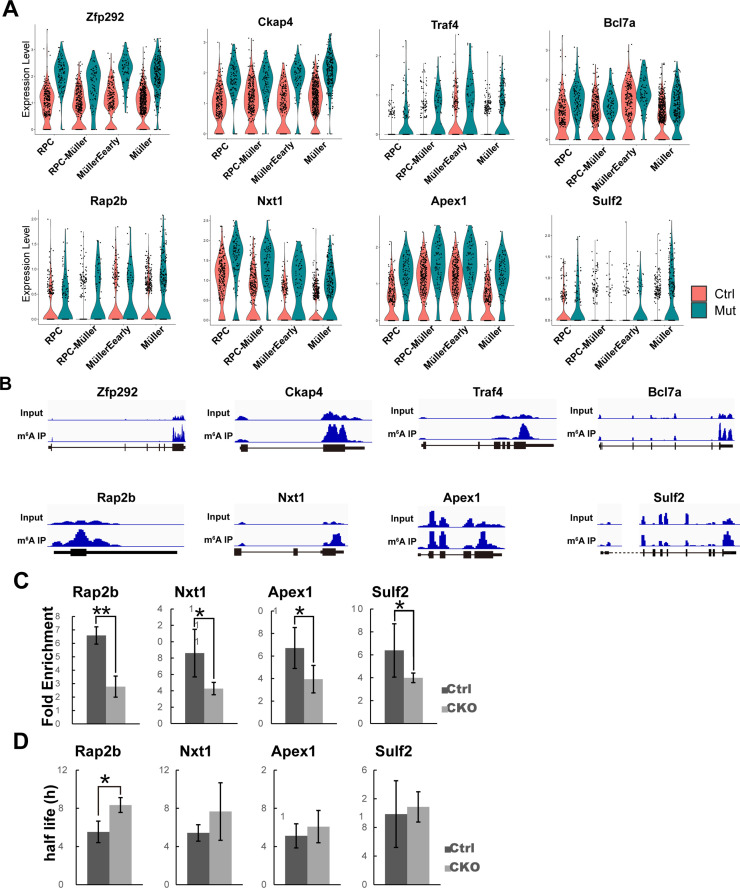
m^6^A-regulated genes. (**A**) Violin plots of AUC scores illustrating the expression of the individual genes in the control and mutant cell clusters along the course of the retinal progenitor cell (RPC)-to-Müller transition. (**B**) IGV views illustrating the m^6^A peak distribution along transcripts of RPC-enriched genes as revealed by MeRIP-seq. (**C**) MeRIP-qPCR results revealing downregulation of m^6^A modification of the transcripts in *Mettl3*-CKO retinas. (**D**) Transcript half-life measurements of the RPC-enriched genes carrying m^6^A modification. The data are presented as the means ± standard deviation, corresponding to three independent biological replicates. *p<0.05, **p<0.01.

**Figure 6—figure supplement 2.**
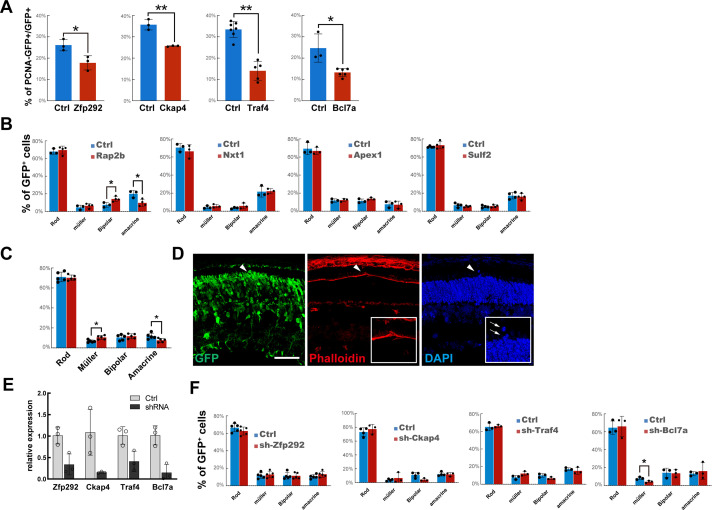
m^6^A-regulated genes control late-stage retinogenesis. (**A**) Quantification of the percentage of GFP-labeled electroporated retinal progenitor cells (RPCs) that were negative for PCNA 48 hr after electroporation. (**B**) Quantification of the cell composition of GFP-labeled cells overexpressing *Rap2b*, *Nxt1*, *Apex1*, or *Sulf2*. (**C**) Quantification of the cell composition of GFP-labeled cells co-overexpressing *Zfp292*, *Ckap4*, *Traf4*, and *Bcl7a*. (**D**) Confocal images of a retina stained for GFP and phalloidin. The retinas were transfected with a plasmid mix overexpressing cDNAs of *Zfp292*, *Ckap4*, *Traf4*, and *Bcl7a* via in vivo electroporation at p1 and were collected at p14. The arrowheads indicate a broken outer limiting membrane (OLM) region, which is further shown at higher magnification in the inserts. The arrows in the insert indicate escaped rods. (**E**) RT-qPCR results revealing gene knockdown efficiencies of shRNAs targeting individual genes in mouse embryonic fibroblasts (MEFs). MEFs were infected with viruses expressing shRNAs targeting individual genes and harvested 2 days after infection. downregulation of m^6^A modification of the transcripts in *Mettl3*-CKO retinas (**F**) Quantification of the cell composition of GFP-labeled cells expressing shRNAs targeting *Zfp292*, *Ckap4*, *Traf4*, or *Bcl7a*. The data are presented as the means ± standard deviation, corresponding to at least three independent biological replicates. *p<0.05, **p<0.01. The scale bar in (**D**) is 50 μm.

## Discussion

In this study, using *Mettl3*-CKO mice as a model, we revealed that *Mettl3* is essential for late-stage retinogenesis progression and structural and physiological homeostasis in the mature retina. Mechanistically, we showed that m^6^A promotes the degradation of RPC transcripts, thereby promoting the termination of retinogenesis and fine-tuning the transcriptomic transition from RPCs to Müller glial cells, the disruption of which leads to abnormalities in late-stage retinogenesis and compromises the glial functions of Müller cells and thus the structural and physiological homeostasis of the mature retina.

One interesting finding of our study is that the regulatory function of *Mettl3* during retinal development is restricted to the late-stage retinogenesis period. *Six3-Cre* mice express CRE recombinase in RPCs beginning from embryonic day 9.5 (Furuta et al., 2000); however, the retinas of *Mettl3*-CKO mice remained normal until the postnatal period. Our in vivo electroporation experiments to directly knock down *Mettl3* in late RPCs also demonstrated that *Mettl3* is required in late RPCs for the proper progression of late retinogenesis. Even though all are referred to as RPCs, RPCs continue to adjust their behavior during retinogenesis. For example, RPCs gradually go through a series of competent states to produce different types of retinal cells at different retinogenesis periods so that early RPCs produce retinal ganglion, cone, horizontal, and some amacrine cells, while late RPCs produce rod, some amacrine, and bipolar cells before finally becoming Müller glial cells (Agathocleous and Harris, 2009; Cepko, 2014). Accompanying the gradual changes in the retinogenic behaviors, RPCs likely continue to adjust the gene-regulatory networks to accommodate retinogenic tasks at different developmental stages. Indeed, scRNA-seq analyses of retinal development showed that the transcriptomes of early and late RPCs are distinct from each other (Clark et al., 2019). The postnatal retinogenesis period is the critical time when late RPCs quickly slow the cell cycle and finally exit the cell cycle to terminate retinogenesis in a timely fashion. Our study suggests that the m^6^A epitranscriptome delicately coordinates the transcriptomic adjustment needed for the timely termination of retinogenesis. In *Mettl3*-mutant RPCs, key cell cycle machinery components, such as *Ki67*, were upregulated, but many other cell cycle regulators were downregulated, which is likely the molecular basis for the distorted cell cycle. Furthermore, many m^6^A-tagged RPC transcripts were abnormally upregulated in *Mettl3*-mutant RPCs, which likely disrupts the balance of the gene-regulatory networks in late RPCs. Indeed, overexpression of m^6^A-tagged genes in late RPCs distorts the retinogenesis behavior of the cells. Thus, our study suggests that m^6^A delicately modulates the transcriptome of late RPCs to prepare them for the timely termination of retinogenesis.

Numerous studies have demonstrated the essential roles of Müller glial cells in maintaining the structural and physiological homeostasis of the mature retina (Byrne et al., 2013; MacDonald et al., 2017; Shen et al., 2012; Wohl et al., 2017). A couple of lines of evidence indicate that dysfunction of mutant Müller glial cells is the cellular basis for the retinal structural abnormality of *Mettl3*-CKO retinas. First, the structural abnormality of *Mettl3*-CKO retinas did not appear until p6, coinciding with the time point when maturing Müller glial cells are transitioning from the simple bipolar radial shape inherited from RPCs to a much more sophisticated morphology to form a glial network to intimately interact with every cell in the mature retina (Wang et al., 2017). Second, our scRNA-seq analyses demonstrated that Müller glia are one of the two cell types whose transcriptomes were most severely affected by *Mettl3* knockout, and many genes involved in cell–cell interaction and the cytoskeleton were downregulated in *Mettl3*-CKO Müller glial cells, suggesting that the structural supporting function of Müller glial cells was compromised. On the other hand, late RPCs might indirectly contribute to the structural defect by failing to downregulate m^6^A-tagged transcripts, leaving a distorted transcriptome to their Müller progenies and compromised the glial supporting function of Müller cells, leading to the structural abnormality of the retina.

As the last cell type generated by RPCs at the end of retinogenesis and as the major glial cell type in the retina, the close relationship between Müller glia and RPCs has long been noted. Many factors that play important roles in RPC proliferation and differentiation are also highly expressed in Müller glia, and several transcriptomic comparison studies have revealed similarities between Müller glia and RPCs at the transcriptome level (Blackshaw et al., 2004; Nelson et al., 2011; Roesch et al., 2008). Encouraged by these cues, the regenerative potential of Müller glia has been intensively explored in recent years (Goldman, 2014; Hoang et al., 2020; Jorstad et al., 2017; Lahne et al., 2020; Yao et al., 2018; Zhou et al., 2020). However, to function as glial cells, Müller cells must develop a unique transcriptome that differs from that of RPCs to accommodate their structural and physiological supporting roles in the adult neural retina (Lin et al., 2019; Nelson et al., 2011), but how this delicate transcriptome transition is achieved is unclear. By carefully analyzing the single-cell transcriptomes of late RPCs and Müller glial cells of the p7 retina, we were able to capture cell clusters in RPC-to-Müller transition states. The RPC feature gradually decreases, and the Müller feature gradually increases, from RPCs to Müller glial cells through these clusters. However, in *Mettl3*-mutant cell clusters, the activities of m^6^A-tagged RPC genes were significantly elevated to a level close to those in the cluster of an earlier state. These analyses demonstrated that m^6^A promotes the transcriptomic transition from RPCs to Müller glial cells by promoting the degradation of modified RPC transcripts.

In our effort to test the roles of m^6^A-regulated genes in late retinogenesis, we used in vivo electroporation on retinas of newborn pups to either overexpress or knock down candidate genes. Knocking down candidate genes mostly did not affect late retinogenesis, while overexpressing some candidate genes disrupted the cell cycle progression of late RPCs and promoted Müller gliogenesis at the expense of rod or amacrine cell generation, suggesting that the expression levels of these genes in late RPCs should normally be kept at a relatively low level and carefully controlled. Overexpression of m^6^A-regulated genes did not faithfully recapitulate the cell population change phenotype observed in *Mettl3*-CKO retinas. For example, in *Mettl3*-CKO retinas, the population of rods decreased, while in retinas overexpressing *Zfp292* or *Ckap4*, the population of amacrine cells decreased. Two reasons might contribute to these discrepancies. First, in *Mettl3*-CKO RPCs, over 200 m^6^A-tagged genes were upregulated. The retinal cell-type composition change in *Mettl3*-CKO retinas is likely a collective result of the expression changes of many of these m^6^A-tagged genes; thus, overexpressing one (or a few) of them may not give rise to exactly the same phenotype as *Mettl3*-CKO retinas. Second, forced overexpression of *Zfp292*/*Ckap4*/*Traf4*/*Bcl7a* from plasmids electroporated into RPCs probably increases the expression levels of these genes by several to tens of times, while in *Mettl3*-CKO RPCs, their expression levels were only moderately elevated (Source data 1 and 2). Different levels of overexpression may elicit different gene-regulatory network changes, and thus different end results.

While this article was under revision, a manuscript was published showing that retinas deficient for all three m^6^A-readers, *Ythdf1*, *Ythdf2*, and *Ythdf3*, exhibit a phenotype similar to that of *Mettl3*-CKO retinas, suggesting that the three m^6^A readers work redundantly to ‘read’ m^6^A in the retina (Niu et al., 2022). As a derivative of the neural tube, the neural retina shares similar regulatory principles with other central neural tissues. Two groups independently studied the functions of m^6^A during cortical development using very similar strategies. Although the two studies presented controversial claims regarding the maintenance of neural stem cell (NSC) pools and the differentiation activities of NSCs, both studies showed that the cell cycle of NSCs deficient in *Mettl14* (another essential component of the m^6^A writer complex) was prolonged (Wang et al., 2018; Yoon et al., 2017), a phenotype shared by *Mettl3*-CKO RPCs, suggesting that some regulatory mechanisms of m^6^A are conserved between NSCs and RPCs. Similar to the case with Müller cells in the retina, the supporting functions and regeneration potentials of glial cells in the central nervous system are hotly debated neural biological questions (Allen and Lyons, 2018; Guo et al., 2014; Qian et al., 2020; Wang et al., 2021; Zuchero and Barres, 2015). Yoon et al. showed that there are fewer astrocytes in p5 *Mettl14*-deficient cortices than in control cortices; however, since neurogenesis is still progressing in *Mettl14*-deficient cortices at this time point, it is not clear whether the final population of astrocytes is reduced or increased in the adult *Mettl14*-CKO cortex. Furthermore, it is also not clear whether the generated *Mettl14*-deficient astrocytes are transcriptomically and functionally normal (Yoon et al., 2017). Our study hints at an interesting possibility: that m^6^A may regulate the transcriptomic transition from NSCs to glial cells in other nervous systems, which warrants further investigation. Future studies are also needed to determine whether m^6^A is involved in cell fate reprogramming between glial cells and neurons.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Mus musculus*)	*Mettl3*	GenBank	ID: 56335	
Genetic reagent (*M. musculus*)	*Mettl3^floxed^*	Lin et al., 2017		
Genetic reagent (*M. musculus*)	*Six3-Cre*	Furuta et al., 2000		
Genetic reagent (*M. musculus*)	*Rlbp1-GFP*	Vázquez-Chona et al., 2009		
Antibody	Anti-METTL3 (rabbit monoclonal)	Abcam	Cat# ab195352; RRID:AB_2721254	1:500
Antibody	Anti-RECOVERIN (rabbit polyclonal)	Millipore	Cat# AB5585; RRID:AB_2253622	1:1000
Antibody	Anti-VSX2 (sheep polyclonal)	Millipore	Cat# AB9014; RRID:AB_262173	1:500
Antibody	Anti-SOX9 (rabbit polyclonal)	Millipore	Cat# ABS571; RRID:AB_2783876	1:500
Antibody	Anti-CALBINDIN (rabbit polyclonal)	Swant	Cat# CB38; RRID:AB_10000340	1:500
Antibody	Anti-SYNTAXIN (mouse monoclonal)	Sigma	Cat# S0664; RRID:AB_477483	1:200
Antibody	Anti-BRN3A (mouse monoclonal)	Millipore	Cat# MAB1585; RRID:AB_94166	1:100
Antibody	Anti-GFP (chicken polyclonal)	Abcam	Cat# ab13970; RRID:AB_300798	1:2000
Antibody	Anti-N-CADHERIN (rabbit polyclonal)	Santa Cruz	Cat# sc-7939; RRID:AB_647794	1:1000
Antibody	Anti-GS (mouse monoclonal)	BD Biosciences	Cat# 610518; RRID:AB_397880	1:2000
Antibody	Anti-GFAP (mouse monoclonal)	Sigma	Cat# G3893; RRID:AB_477010	1:2000
Antibody	Anti-BrdU (mouse monoclonal)	GE Healthcare	Cat# RPN202	1:50
Antibody	Anti-pH3 (mouse monoclonal)	Cell Signaling	Cat# 9706; RRID:AB_331748	1:2000
Antibody	Anti-KI67 (rabbit polyclonal)	Abcam	Cat# ab15580; RRID:AB_443209	1:500
Antibody	Alexa Fluor 488 donkey anti-mouse (donkey polyclonal)	Thermo Fisher	Cat# A21202	1:1000
Antibody	Alexa Fluor 568 donkey anti-mouse (donkey polyclonal)	Thermo Fisher	Cat# A10037	1:1000
Antibody	Alexa Fluor 488 donkey anti-rabbit (donkey polyclonal)	Thermo Fisher	Cat# A21206	1:1000
Antibody	Alexa Fluor 568 donkey anti-rabbit (donkey polyclonal)	Thermo Fisher	Cat# A10042	1:1000
Antibody	Alexa Fluor 488 donkey anti-chicken (donkey polyclonal)	Jackson ImmunoResearch	Cat# 703-296-155	1:1000
Recombinant DNA reagent	pCAGIG (plasmid)	Addgene	Cat# 11159	CDS overexpression
Recombinant DNA reagent	pSicoR (plasmid)	Addgene	Cat# 11579	shRNA expression
Sequence-based reagent	*Rsp14* forward	This paper	MeRIP-qPCR primers	acctggagcccagtcagccc
Sequence-based reagent	*Rsp14* reverse	This paper	MeRIP-qPCR primers	cacagacggcgaccacgacg
Sequence-based reagent	*Pax6* forward	This paper	MeRIP-qPCR primers	actctgccaatgactatgtg
Sequence-based reagent	*Pax6* reverse	This paper	MeRIP-qPCR primers	ctccagttcaggacagttac
Sequence-based reagent	*Sox2* forward	This paper	MeRIP-qPCR primers	ctggactgcgaactggagaa
Sequence-based reagent	*Sox2* reverse	This paper	MeRIP-qPCR primers	actctcctctttttgcaccc
Sequence-based reagent	*Rax* forward	This paper	MeRIP-qPCR primers	ggaaattcagcctcgctgtc
Sequence-based reagent	*Rax* reverse	This paper	MeRIP-qPCR primers	ccaggtcaagatccttggtc
Sequence-based reagent	*Zfp292* forward	This paper	MeRIP-qPCR primers	gggaaataacgaatttcagg
Sequence-based reagent	*Zfp292* reverse	This paper	MeRIP-qPCR primers	ctctcttcaaattaccaggc
Sequence-based reagent	*Ckap4* forward	This paper	MeRIP-qPCR primers	ggaacgacctggataggttg
Sequence-based reagent	*Ckap4* reverse	This paper	MeRIP-qPCR primers	cgtaagaaactgtgcccacac
Sequence-based reagent	*Traf4* forward	This paper	MeRIP-qPCR primers	ggatgatgcggttttcatccg
Sequence-based reagent	*Traf4* reverse	This paper	MeRIP-qPCR primers	ccagtttcagatccagtcccg
Sequence-based reagent	*Bcl7a* forward	This paper	MeRIP-qPCR primers	ccaagaagaacctagagcgg
Sequence-based reagent	*Bcl7a* reverse	This paper	MeRIP-qPCR primers	ggcagtcacttgaaggttcg
Sequence-based reagent	*Rap2b* forward	This paper	MeRIP-qPCR primers	ggacttggagggtgaacgtga
Sequence-based reagent	*Rap2b* reverse	This paper	MeRIP-qPCR primers	gatgtctccatgaaggggcag
Sequence-based reagent	*Nxt1* forward	This paper	MeRIP-qPCR primers	ccagtaacacggtgtggaag
Sequence-based reagent	*Nxt1* reverse	This paper	MeRIP-qPCR primers	gagactggcatttctctgcag
Sequence-based reagent	*Apex1* forward	This paper	MeRIP-qPCR primers	gttgggatgaagccttcc
Sequence-based reagent	*Apex1* reverse	This paper	MeRIP-qPCR primers	catgagccacattgagatcc
Sequence-based reagent	*Sulf2* forward	This paper	MeRIP-qPCR primers	ctttggagaaagcacggac
Sequence-based reagent	*Sulf2* reverse	This paper	MeRIP-qPCR primers	cttctgagccagccaggtc
Other	*Mettl3*	GenBank	CGTCAGTATCTTGGGCAAATT	shRNA targeting site
Other	*Zfp292*	GenBank	TGTGGCAGTAAGCCATATATA	shRNA targeting site
Other	*Ckap4*	GenBank	ACGACCTGGATAGGTTGTTTC	shRNA targeting site
Other	*Traf4*	GenBank	GCGTATAGTTCCCACTAATTT	shRNA targeting site
Other	*Bcl7a*	GenBank	CGGAGCCAAAGGTTGATGATA	shRNA targeting site

### Animals

All animal studies were performed in accordance with the protocol approved by the Institutional Animal Care and Use Committee of Zhongshan Ophthalmic Center (protocol number: Z2022011), and all animals were housed in the animal care facility of Zhongshan Ophthalmic Center *Six3-Cre* mice were kindly provided by Dr. Furuta from the University of Texas (Furuta et al., 2000). *Mettl3^floxed^* mice were kindly provided by Dr. Tong Minghan from Shanghai Institute of Biochemistry and Cell Biology, Chinese Academy of Sciences (Lin et al., 2017). *Rlbp1-GFP* mice were kindly provided by Edward M. Levine from the University of Utah (Vázquez-Chona et al., 2009).

### Histology, immunostaining, and images

For cryosectioning, eyes were fixed overnight in 4% formaldehyde, cryopreserved with 15% and then 30% sucrose, frozen in Tissue-Tek OCT freezing medium, and sectioned using a cryostat microtome (Leica CM1950). For paraffin sectioning, eyes were fixed with Davidson’s Fixative overnight, processed, embedded in paraffin, and sectioned using a microtome (Leica RM2235). Before subsequent histological staining, paraffin sections underwent a standard procedure for deparaffinization, and cryosections were air-dried for 5 min and then soaked in PBS for 5 min to wash off OCT. H&E staining was performed using a standard procedure. For fluorescent immunostaining, section slides were first heated in citrate buffer at 95°C for 30 min for antigen retrieval. After cooling to room temperature, slides were incubated with primary antibodies prepared in PBST with 5% fetal bovine serum at 4°C overnight, washed with PBST, incubated with fluorophore-conjugated secondary antibodies, washed, counterstained with 4′,6-diamidino-2-phenylindole (DAPI), and finally mounted with cover glasses using VECTASHIELD mounting medium (Vector Labs). The following antibodies were used: rabbit anti-METTL3 (Abcam), rabbit anti-RECOVERIN (Millipore), sheep anti-VSX2 (Millipore), rabbit anti-SOX9 (Millipore), rabbit anti-CALBINDIN (Swant), HPC-1 (mouse anti-SYNTAXIN) (Sigma), mouse anti-BRN3A (Millipore), chicken anti-GFP (Abcam), rabbit anti-N-CADHERIN (Santa Cruz), mouse anti-GS (BD Transduction Laboratories), mouse anti-GFAP (Sigma), mouse anti-BrdU (Amersham), rabbit anti-KI67 (Abcam), mouse anti-pH3 (Ser10) (Cell Signaling Technology), Alexa Fluor 488 (568) donkey anti-mouse (Thermo Fisher), Alexa Fluor 488 (568) donkey anti-rabbit (Thermo Fisher), Alexa Fluor 488 donkey anti-chicken (Jackson ImmunoResearch), and Alexa Fluor 488 (568) donkey anti-sheep (Thermo Fisher). Bright-field H&E-stained images were taken under an inverted microscope (Zeiss Axio Observer). Immunofluorescence images were taken under a confocal microscope (Zeiss LSM 880 or LSM 980).

### BrdU labeling

Pups were injected subcutaneously with BrdU (0.32 μmol/g body weight). Then 2 hr, or 6 hr, or 48 hr later, pups were sacrificed, and eyes were collected, fixed with 4% formaldehyde overnight, and subjected to cryosectioning and immunofluorescent staining as described above. After confocal images were taken, the number of BrdU^+^ cells was counted for each selected 200 μm retinal region.

### TUNEL assay

Eye sections were prepared as described above for immunostaining. TUNEL assays were performed using an In Situ Cell Death Detection Kit (Roche) following the manufacturer’s instructions.

### mfERG

The experiments were performed on p14 control (n = 4) and *Mettl3*-CKO (n = 2) mice. The mice were anesthetized using sodium pentobarbital and positioned on a warming table to maintain body temperature. For each animal, only the right eye was examined. Before recordings started, the eyes were dilated with 0.5% tropicamide (Santen Pharmaceutical, Japan) and local narcotized with 0.5% proparacaine hydrochloride (Ruinian Best, China). The eyes were positioned 1–2 mm in front of the device (Roland RETImap SLO, Roland, Germany). The animal Goldring recording electrode was placed at the corneal limbus. Subcutaneous silver needle electrodes served as reference and ground electrodes. An optical correction lens was positioned in front of the recording electrode. Viscous 2% methocel gel was applied between the cornea and contact lens. The stimuli were generated by a projector with a refresh rate of 60 Hz. The number of recording hexagons was set at 19, and the optic nerve head (ONH) was adjusted near the edge of the recording area. The stimulation parameter of light was set at mfERG Max. Twelve cycles were averaged for a final result.

### RNA-seq

RNA-seq was performed on four control and four CKO retinal samples. The retinas of p6 control and CKO pups were collected directly into TRIzol (Thermo Fisher), and total RNA was extracted following the manufacturer’s instructions. Sequencing libraries were generated using the NEBNext Ultra RNA Library Prep Kit for Illumina (NEB) following the manufacturer’s instructions. The libraries were sequenced on an Illumina HiSeq platform, and 150 bp paired-end reads were generated. Raw data were filtered to remove low-quality reads, and the clean reads were mapped to the mouse genome (GRCm38, mm10) using Hisat2 v2.0.5. featureCounts v1.5.0-p3 was used to count the read numbers mapped to each gene, and then the FPKM of each gene was calculated. Differential expression analysis was performed using the DESeq2 R package. The resulting p-values were adjusted using Benjamini and Hochberg’s approach. Genes with an adjusted p-value<0.05 were considered differentially expressed.

### scRNA-seq

Two retinas from two control pups and two retinas from two *Mettl3*-CKO pups of the same litter were used for the scRNA-seq experiment. Retinas were digested with Papain (Worthington) to single cells and resuspended in PBS containing 0.04% BSA, and two retinal samples for each experimental group were mixed together as one sample for subsequent scRNA-seq. The scRNA-seq was performed by NovelBio Co., Ltd. Libraries were generated using the 10X Genomics Chromium Controller Instrument and Chromium Single Cell 3′ V3.1 Reagent Kits (10X Genomics). Libraries were sequenced using an Illumina sequencer (Illumina) on a 150 bp paired-end run.

We applied fastp with default parameter filtering of the adaptor sequence and removed the low-quality reads to obtain clean data. Then, the feature-barcode matrices were obtained by aligning reads to the mouse genome (GRCm38, mm10) using CellRanger v3.1.0. Cells containing over 200 expressed genes and a mitochondrial UMI rate below 20% passed the quality filtering, and mitochondrial genes were removed from the expression table. The Seurat package v3.1 was used for cell normalization and regression to obtain the scaled data. PCA was constructed based on the scaled data with the top 2000 highly variable genes, and the top 10 principal components were used for UMAP construction. Utilizing the graph-based cluster method, we acquired unsupervised cell clusters. Judged by the key markers expressed by each cluster, we merged some clusters and annotated the final clusters.

For pseudotime analysis, we applied single-cell trajectory analysis using Monocle2 using DDR-Tree and default parameters. To identify DEGs among samples, the function FindMarkers with the Wilcox rank-sum test algorithm was used under the following criteria: lnFC > 0.25, p-value<0.05, min.pct > 0.1. To characterize the relative activity of gene sets with different m^6^A features, we performed QuSAGE (2.16.1) analysis. To characterize the activities of RPC or Müller glial feature gene sets, R package AUCell was used. Fisher’s exact test was applied to identify the significant GO terms and FDR was used to correct the p-values.

### MeRIP-seq

The retinas of C57BL/6J mice were collected directly into TRIzol (Thermo Fisher). Total RNA was extracted according to the manufacturer’s instructions, and RNAs from 14 retinas were pooled together for each MeRIP-seq. MeRIP-seq was performed according to a published protocol (Dominissini et al., 2013). Briefly, PolyA-mRNA was purified using a Dynabeads mRNA DIRECT Purification kit (Thermo Fisher). mRNA was fragmented in fragmentation buffer heated at 94℃ for 5 min. Fragmented mRNA was immunoprecipitated against an m^6^A antibody (Synaptic Systems) bound to Protein G Dynabeads (Thermo Fisher) at 4°C for 2 hr, washed, and eluted by competition with free m^6^A (Sigma). After recovery of precipitated m^6^A-mRNA, sequencing libraries were constructed using the VAHTS Universal V6 RNA-seq Library Prep Kit (Vazyme). The libraries were sequenced on an Illumina HiSeq platform on a 150 bp paired-end run. Raw data were filtered to remove low-quality reads to obtain clean reads. Clean reads were mapped to the mouse genome (GRCm38, mm10) using BWA mem v0.7.12. m^6^A peaks were determined using MACS2 v2.1.0 with the q-value threshold of enrichment set at 0.05. Motif analysis was done using MEME. GO term analysis was performed using clusterProfiler package (Yu et al., 2012).

### MeRIP-qPCR

Total RNA from retinas (5–6 retinas per sample) was extracted using TRIzol. MeRIP for qPCR was performed as described above for MeRIP-seq except that the mRNA fragmentation step was skipped. m^6^A pull-down and 1% reserved input RNAs were reversed transcribed into cDNAs using the SuperScript II First-strand Synthesis System for RT-PCR (Thermo Fisher). qPCR was performed using the SYBR green-based method on a LightCycler 480 (Roche). The primers are listed in the key resources table. Enrichment of genes in m^6^A-tagged genes in pull-down samples was calculated based on ΔCt between the pull-down sample and the input sample, and was normalized to an internal negative control, *Rsp14*, which does not carry m^6^A modification.

### Molecular cloning

Full-length *Zfp292*, *Ckap4*, *Traf4*, *Bcl7a*, *Rap2b*, *Nxt1*, *Apex*, and *Sulf2* cDNAs were PCR amplified from a cDNA pool derived from embryonic mouse retina total RNA and cloned into the pCAGIG vector (gift from Dr. Connie Cepko and obtained through Addgene). shRNAs targeting *Zfp292*, *Ckap4*, *Traf4*, *Bcl7a*, and *Mettl3* were cloned into pSicoR vector (gift from Dr. Tyler Jacks and obtained through Addgene).

### Mouse retina in vivo electroporation

Newborn mouse pups were anesthetized by chilling on ice. A small incision was made in the eyelid and sclera near the edge of the cornea with a 30-gauge needle (Hamilton). Purified plasmid solutions (2–5 μg/μl) in PBS were injected into the subretinal space through the previous incision using a Hamilton syringe with a 32-gauge blunt-ended needle under a dissecting microscope. After DNA injection, a tweezer-type electrode was placed to softly hold the pup heads, and five 80 V pulses of 50 ms duration and 950 ms intervals were applied using a Gemini X2 pulse generator (BTX). After electroporation, pups were allowed to recover on a warming pad until they regained consciousness and were returned to their mother. The pups were sacrificed at p14, and the retinas were collected and subjected to cryosection as described above. Eye sections were immunostained for GFP (to recognize transduced cells and their progenies) and SOX9 (to recognize Müller cells). For cell composition analysis of the electroporated cells, GFP^+^ cells in the ONL were judged as rods, GFP^+^; SOX9^+^ cells were judged as Müller cells, the GFP^+^ cells in the INL above the SOX9^+^ Müller cells (close to the OPL layer) were judged as bipolar cells, while the GFP^+^ cells in the INL below the SOX9^+^ Müller cells (close to the IPL layer) were judged as amacrine cells.

### RNA half-life measurement

*Mettl3*-CKO and control mice were sacrificed at p1, and the retinas were collected and soaked in DMEM supplemented with actinomycin D (5 μm, Sigma) to inhibit transcription and cultured in a CO_2_ incubator at 37℃. The retinas were collected directly into TRIzoL at 0 hr, 4 hr, 8 hr, and 16 hr after drug treatment. Total RNA was extracted according to the manufacturer’s instructions. Two micrograms of total RNA from each sample was reverse transcribed into cDNA using SuperScript II (Thermo Fisher) and subjected to qPCR measurements using SYBR Green mix (Roche) and LightCycler LC480 (Roche). The primers are listed in the key resources table. The relative mRNA concentrations at each time point against time point 0 were calculated, the ln^mRNA concentration^ at time points 0, 4, 8, and 16 hr were plotted to perform a linear regression analysis as a function of time, and the slope of the line was identified as the decay rate (k). The half-life was calculated with the following formula: t (1/2) = ln2/k (Chen et al., 2008).

### Statistical analysis

All experiments subjected to statistical analysis were performed with at least three biological replicates. Quantification data are presented as the mean ± standard deviation, and the significance of differences between samples was assessed using Student’s *t*-test.

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE180815, GSE181095, and GSE188607. The following datasets were generated: ChenS 2021Mettl3 regulates late retinogenesisNCBI Gene Expression OmnibusGSE181095 ChenS 2021Mettl3 regulates late-stage retinogenesis and mouse retina m6A epitranscriptomeNCBI Gene Expression OmnibusGSE180815 ChenS 2021Neonatal and adult mouse retina m6A epitranscriptome [meRIP-seq]NCBI Gene Expression OmnibusGSE188607

# Supplementary material for: m6A epitranscriptomic modification regulates neural progenitor-to-glial cell transition in the retina
**Source:** eLife. 2022 Dec 2;11:e79994. doi: 10.7554/eLife.79994
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Materials and Methods-Key Resources Table |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Materials and Methods-Key Resources Table |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods-Animals |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | not done |  |
| Randomisation |  | N/A |
| Blinding | not done |  |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Materials and Methods-Statistical Analysis/figure legend |  |
| Define whether data describe technical or biological replicates. | Materials and Methods-Statistical Analysis/figure legend |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and Methods-Animals |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Materials and Methods-Statistical Analysis/figure legend |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Materials and Methods-Data availability |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Materials and Methods-Data availability |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

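RNA was measured by bulk RNA-seq in 4 control and 4 *Mettl3*-CKO mouse retinal samples. The paper's results and the sample labels give the age as day 7 after birth and its methods as day 6. The deposited values are raw read counts per gene. According to the methods, the authors filtered the reads, mapped them to GRCm38 with Hisat2 and counted them per gene with featureCounts, from which FPKM was calculated. That the deposited counts are not normalized was read from the values, which are whole numbers with totals that differ between samples. The paper's text does not name the gene annotation release or whether strand was used in counting, so genes that overlap another gene are uncertain. Of the 54532 genes deposited, 54409 have their identifier in the GENCODE vM21 annotation of GRCm38, and 53462 also have the same coordinates and strand. Samples were matched to columns by the sample labels, and all 8 columns were used.

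Total counts ranged from 16227095 to 20281517 per sample, and 3 counts correspond to at most 0.185 CPM in a sample. Counting error is small at this depth for genes with many counts, and the biological coefficient of variation across genes was 15.0%. No pair of samples was counted as 1 sample, since the lowest chi-square between a pair was 5.47 per gene.

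The counts were tested in R 4.3.3 with edgeR 4.0.16: genes were kept by filterByExpr with the condition as group (17998 genes), scaled by TMM, and tested with the quasi-likelihood test (glmQLFit, glmQLFTest), with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error of a log2 fold change was taken as its absolute value divided by the square root of F. DESeq2 1.42.0 and limma 3.58.1 (voom with sample quality weights) were run as alternatives. DESeq2 was first run with its independent filtering tuned to the threshold of 0.05, and was returned to the default setting chosen beforehand after the counts of that run had been seen. FPKM was calculated from the deposited counts, gene lengths and total counts. Principal components were computed on log2(FPKM + 1) over the tested genes, and R2 on log2(FPKM + 1) over all genes. List scores are means of log2 CPM with a prior count of 2, compared by two-sided exact permutation tests over all splits of the samples, and 24 lists were scored. The marker lists were written before the data were examined, and the RPC, Müller glial and m6A lists were read from the paper's source data, the last from the 1998 peaks of p7 retina that were read, all with a fold enrichment of at least 9.98.

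The test was checked on simulated counts made from the real means, dispersions and library sizes, with 200 of 17998 genes changed. The changes made were 2-fold or 4-fold, and no sample was made to stand apart. In the data 81.9% of the called genes changed by less than 2-fold, so the check does not cover most of the calls. edgeR tested 17662 of the simulated genes and called 142 of the 200 changed genes. Among the changed genes it tested, it called 93.5% of those changed 4-fold and 66% of those changed 2-fold. These shares leave out changed genes that its filter removed, so they are higher than the shares of all changed genes. It called 8 unchanged genes, with 0 calls in the wrong direction. DESeq2 called 151 changed and 20 unchanged genes on the same 17998 simulated genes.

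Genes are named by a rule set before the data were examined: every gene the paper names in an RNA-level claim, members of the marker lists, and the 5 largest rises and 5 largest falls among genes at an adjusted p-value under 0.05 whose groups do not overlap and whose mean log2 CPM is at least 1. The rule admits more genes than the text names, and which of its paper-named and list genes are given was decided after their values had been seen. Some genes that the rule covers are not reported here. The alternatives, also set then, were other tests, thresholds, normalizations, filters, covariates, samples left out, transformations and scores. Replicate numbers are shared by both groups in the sample labels, so a fit with the replicate number as a block was among them; the pups of the 2 groups are different animals. Single-cell RNA-seq, MeRIP-seq, imaging and electroretinography were not analysed here.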

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

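The tests of library size, of the share of the highest genes and of the p53 target list were chosen after the values had been seen, and those of GC content and gene length in control replicate 1 before. In each group of 4 samples, the value farthest from the others was set against Dixon's critical value for 4 samples. Of 156 such groups, 11 held a sample beyond it, where chance gives about 7.8, so single entries among them carry little weight.

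Control replicate 1 stood apart in 5 of these groups. Mitochondrial genes took 2.38% of its counts, against 1.69% to 1.76% in the other controls. On the log2 CPM scale, *Rlbp1* was at 8.42 against 7.58 to 7.59, *Cdca8* at 5.03 against 5.62 to 5.66, *Six3* at 7.30 against 7.74 to 7.83 and *Zfp819*, with 1 count, at -2.61 against -1.49 to -1.28. The same sample had the highest PC2 score. The technical explanations tested came out as follows. Its deviation from the other controls did not follow GC content (Spearman rho across genes of -0.0818) or gene length (rho of -0.0477), its total of 19310791 counts lies within the range of the other samples, and its 10 highest genes took 3.90% of its counts, the highest share of the 8 samples, against 3.25% to 3.82% in the others. Genes are not independent replicates, so these correlations describe the sample. A difference in the age or cell composition of this sample might remain, but the design holds no second age or sorted cells, and no biological explanation was tested. Of the 8 samples, control replicate 1 had the highest rod (7.12), Müller (6.79) and vascular (3.02) scores and the lowest cell cycle score (6.12). These scores were not among the groups flagged above. They go with such a difference but cannot tell age from cell composition. Without control replicate 1 the test called 1882 genes higher and 1289 lower in *Mettl3*-CKO retinas.

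*Mettl3*-CKO replicate 1 was high on the score of the genes the paper lists as upregulated in its *Mettl3*-CKO RPC cluster, at 6.70 against 6.49 to 6.51 in the other *Mettl3*-CKO samples, and in its Müller glial cluster, at 6.61 against 6.38 to 6.42. It also had the most extreme PC1 score of its group, -26.6. Control replicate 3 was high on the m6A list score, at 5.08 against 5.04. *Klhdc7a* was low in control replicate 3 (-1.90 on the log2 CPM scale, from 3 counts), *Gm11620* high in control replicate 4 (0.0238, from 15 counts) and *Ddit4l* low in control replicate 2 (1.17, from 35 counts). Values resting on so few counts move with counting error. No explanation was tested for the values in this paragraph.

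The p53 target list, which the paper does not discuss, scored higher in *Mettl3*-CKO than in control retinas, by 0.64 on the log2 scale. The scores were 4.56 ± 0.17 against 3.92 ± 0.15 (SD, n = 4 each). Each *Mettl3*-CKO sample lay above each control (exact permutation test, p = 0.0286, the smallest that 4 samples against 4 allow). Adjusted over 24 lists this p was 0.0763, so it does not pass the correction. Every list whose groups did not overlap got these same values, so with 4 samples in each group the correction cannot decide for this list. Of 15 tested genes, 9 were called higher and none lower, or 9 and 2 adjusted over the list alone. The difference lay between 0.64 and 0.65 under 4 scalings. Its mean log2 fold change was above all of 10000 random lists matched on expression, length and GC content (percentile 100), which describes these libraries. The cell cycle list rose too, by 0.45, and the p53 difference exceeded it by 0.20. A comparison of score differences between lists cannot settle whether a larger share of dividing cells raises both. Within groups the scores did not rank the samples alike: control replicate 1 had the lowest cell cycle score (6.12) and the highest p53 score (4.10) of the controls, and *Mettl3*-CKO replicate 2 the highest cell cycle score (6.92) and the lowest p53 score (4.35) of its group. This goes against that explanation, but with 4 samples in each group the rise of the list cannot be fully told apart from it. For the list's gene *Cdkn1a*, the paper's average log fold change in the Müller glial cluster is 1.47 (a natural log, going by the cutoff in its methods). Activation of p53 in *Mettl3*-CKO cells is a candidate explanation that was not tested on its own.

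The 5 largest rises, all in genes outside those the paper discusses, among called genes with non-overlapping groups and a mean log2 CPM of at least 1 were those of *Zfp819* (log2 fold change 4.50), *Tgm7* (4.39), *Klhdc7a* (3.83), *Gm11620* (3.51) and *1300017J02Rik* (3.30). They were called in each of the 8 fits that left out one sample. *Gm11620* is a processed pseudogene whose reads can come from its parent gene.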

How the results depend on the processing

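The alternatives were set before the data were examined, apart from the change of DESeq2's filtering setting given in the processing summary. The direction of the comparison between groups did not change for R2 or for the list scores computed under these alternatives (lens, vascular, phototransduction, erythrocyte, m6A and the RPC and Müller cluster lists). The other lists were compared under 4 scalings only, and the sign of PC1 is arbitrary and was set the same way in each setting. In addition, no gene called in the fit of all samples was called in the opposite direction under another setting.

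The gene counts moved most. At an adjusted p under 0.05, 1168 genes were higher and 729 lower. A limit of 2-fold on top gave 208 and 135, an adjusted p under 0.01 gave 439 and 147, DESeq2 with the 2-fold limit gave 217 and 148, DESeq2 at an unadjusted p under 0.05 with the 2-fold limit gave 386 and 365, and limma voom with sample quality weights gave 2142 and 1568. The cause of the voom difference was not tested. Across the 8 fits that each left out one sample, the counts ran from 509 to 1882 higher and from 185 to 1289 lower, lowest without *Mettl3*-CKO replicate 1 and highest without control replicate 1. Other normalizations, filters on low counts, sex-linked expression as a covariate and removal of lens, erythrocyte and pigment-epithelium genes stayed within 1.5 times the counts, and the share of higher calls stayed between 59.3% and 63.0% under them against 61.6%. DESeq2 at the same threshold gave 1476 and 1019 and shared 1159 and 718 genes with edgeR's calls.

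Replicate numbers pair different animals, and same-numbered samples deviated from their group means with a mean correlation of 0.0598 across genes. With the replicate number as a block, 1198 genes were higher and 660 lower. The block leaves the list score differences at their values (vascular -1.01, lens -1.86, phototransduction -0.43, erythrocyte -1.51, m6A 0.093, RPC cluster upregulated 0.47 and downregulated -0.16, Müller cluster upregulated 0.51 and downregulated -0.29), and the exact sign-flip test of 4 pairs cannot go below 0.125.

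Of the list scores, the lens score stayed short of the threshold under each setting, from -3.41 to -0.35 over the fits leaving out one sample. The vascular difference ran from -1.21 to -0.73 in those fits (exact permutation p from 0.0286 to 0.0571). Groups that do not overlap in all samples cannot overlap when one is left out, so for the vascular list these p values say little about stability. The phototransduction difference, from -0.53 to -0.27 in those fits, passed with limma's camera test (-0.42), which takes genes as replicates within the list. The RPC cluster downregulated difference passed when scaled by library size only (-0.15), with at least 10 counts in every sample (-0.16) and with camera (-0.16), shrank to -0.066 as a median over genes (exact permutation p = 0.314), and ran from -0.19 to -0.13 when one sample was left out, passing in 1 of those 8 fits, the fit without *Mettl3*-CKO replicate 3. The Müller cluster downregulated difference did not pass as a median over genes (-0.21). It ran from -0.32 to -0.24 when one sample was left out (exact permutation p = 0.0286 in each fit). The limit given for the vascular list also holds for it and for the erythrocyte, m6A, RPC and Müller cluster upregulated differences, whose groups do not overlap either. The causes were not tested.

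The PC1 difference ran from -35.8 to -26.1 in the fits leaving out one sample and failed the threshold without *Mettl3*-CKO replicate 1. The excess of same-group R2 ran from 0.00246 to 0.00776, failed without each of *Mettl3*-CKO replicates 1 to 3, and was 0.00338 with Spearman's rho squared (exact permutation p = 0.0571).

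For 48 named genes under 9 other settings, 396 of 411 comparisons kept their direction and side of the threshold, 10 weakened, 3 strengthened and 2 reversed: *Bcl7a* (-0.012) was 0.0224 under the block, and *Six3* (0.13) was -0.0218 under limma voom. Leaving out one sample, 343 of 382 were kept, 34 weakened, 2 strengthened and 3 reversed, all for *Bcl7a*, from -0.16 to 0.0887. Neither gene was called under any of these settings. The filter on low counts left 11 of 26 lens and 3 of 10 erythrocyte genes to be tested.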

Differences from the paper's values

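The paper reports 580 genes upregulated in *Mettl3*-CKO retinas, and edgeR's quasi-likelihood test called 1168 at the same adjusted threshold of 0.05. Among the alternatives set before the data were examined, an adjusted p under 0.01 (439 genes) and the fits without *Mettl3*-CKO replicate 1 (509), without *Mettl3*-CKO replicate 3 (790), without control replicate 2 (702), without control replicate 3 (820) and without control replicate 4 (839) came within 1.5 times the paper's count. The others did not. DESeq2 at an adjusted p under 0.05, the test and threshold the methods name, called 1476 genes higher, and with an added limit of 2-fold 217. No setting gave the paper's count.

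The paper's 532 downregulated genes and the 729 called lower by edgeR are within 1.5 times of each other. DESeq2 called 1019 genes lower, outside that range, and 365 at an unadjusted p under 0.05 with a limit of 2-fold, within it. Also outside that range were limma voom (1568), no filter on low counts (819), an adjusted p under 0.01 (147) and the 2-fold limit (135). So was DESeq2 with the 2-fold limit (148). The fits without *Mettl3*-CKO replicates 1 (185) and 3 (334) and control replicates 1 (1289) and 2 (350) fell outside too. The other settings were within that range.

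Panel D of Figure 3—figure supplement 1 places lens development first among the processes of downregulated genes. Here a difference in the lens list score was not shown (-1.86, exact permutation p = 0.343), given a control SD of 3.21. All 11 lens genes tested were lower in direction, and edgeR called 5 of them. DESeq2 gave no p for 8 of these 11 genes, the 5 that edgeR called among them. By default it withholds the p of a gene with counts when it flags a sample as an outlier for that gene. Its count of lens genes is thus no test of these 8. Which sample was flagged was not recorded, but every lens gene was highest in control replicate 4. In edgeR, 21 lens genes were called lower with no filter on low counts, 7, 13 and 14 without control replicates 1, 2 and 3, 5 with each of the other normalizations and with the 2-fold limit, 2 with at least 10 counts in every sample, and 1 each with the replicate number as a block and with sex-linked expression as a covariate. At an adjusted p under 0.01, without control replicate 4 and without each of the *Mettl3*-CKO replicates, 0 were called, as with limma voom. At an unadjusted p under 0.05, the fit without control replicate 4 had 0 lower, and those without a *Mettl3*-CKO replicate between 7 and 15.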

Other observations

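The tests of lens tissue, of the vascular list, of gene length, of linkage to *Mettl3* and of near-silent genes were chosen after the results had been seen, and the tests of other splits, of GC content, of the m6A list and of the single-cell lists before.

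The split of the samples into groups was set against other splits. Of the 8 splits that part all 4 same-numbered pairs, as the real one does, 1 gave as many as 1897 genes at an adjusted p under 0.05, the real one, and the most in another was 0; with 8 splits the share cannot fall under 0.05. The other splits part 2 pairs (24 splits) or 0 pairs (3 splits). Over all 35 splits, again 1 gave as many, and the most in another split was 1. At an unadjusted p under 0.05 the real split gave 4428 genes and the others between 99 and 3578. Log2 fold changes did not follow GC content (Spearman rho across genes of -0.0985) or gene length (rho of 0.00569). Genes within 10 Mb of *Mettl3* could carry alleles linked to the targeted locus. Of 205 such genes tested, 30 were called (14.6%) against 10.5% elsewhere, an odds ratio of 1.46 (Fisher's exact p = 0.066), so an excess was not shown and linked alleles are not ruled out. *Apex1* (log2 fold change 0.79) and *Nrl* (-0.79) are among the called genes in this window, so this limit holds for both.

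Lens genes were among the called falls, but their counts came mostly from 1 control. All 26 lens genes were highest in control replicate 4, whose lens total was 55.6 times that of the next sample. Of 5 lens genes called lower in all samples, 0 stayed called without control replicate 4, but the fits without each of the *Mettl3*-CKO replicates also called 0, so the loss of calls does not single out that sample. At an unadjusted p under 0.05, 0 of 11 lens genes tested were lower without control replicate 4, against between 7 and 15 in each of the other fits that left out one sample. The lens score difference was -0.35 without it. Of the 3 other controls, 1 had a lens total above every *Mettl3*-CKO sample. Lens tissue carried over into control replicate 4 is a candidate explanation (score difference of -0.35 without it), and a lower lens gene expression in the *Mettl3*-CKO retina is not shown by the other controls. That explanation was not checked against the tissue itself.

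Vascular genes were lower in *Mettl3*-CKO retinas. The lowest control lay 0.20 above the highest *Mettl3*-CKO score on the log2 scale. Control replicate 1 had the highest score, and each of the 3 other controls also lay above every *Mettl3*-CKO sample, so it does not carry the difference alone. Without it 10 vascular genes were called lower, against 11 with all samples, and the score difference was -0.73 (exact permutation p = 0.0571, against 0.0286 to 0.0571 over the fits that left out one sample). Over those fits the calls ran from 3 (without *Mettl3*-CKO replicate 3) to 14 (without control replicate 3), so their number depended on single samples. The connective tissue and muscle list, taken as a sign of tissue left on the retina, was lower too, by less than the test could show (-0.24, exact permutation p = 0.143), and has 6 tested genes; the pigment epithelium list was lower by a similar amount (-0.26, exact permutation p = 0.0571). The list's mean log2 fold change was below all of 10000 random lists matched on expression, length and GC content (percentile 0). The erythrocyte score fell as well, by 1.51, and the pericyte score by 0.37 (exact permutation p = 0.0857). Of 6 pericyte genes tested, 2 were called lower and 2 higher (4 and 2 adjusted over the list alone), the latter being *Cspg4* (log2 fold change 1.20, adjusted p = 0.00613 from edgeR) and *Notch3* (1.46, adjusted p = 0.000659 from edgeR). A candidate explanation is fewer vessels in *Mettl3*-CKO retinas (difference of -0.73 without control replicate 1), which cannot be told apart from tissue outside the retina, with its vessels and blood, left on control samples.

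Genes with m6A peaks in p7 retina (1602 tested, from the part of Source data 3 that was read, the paper's peaks) scored higher in *Mettl3*-CKO retinas by 0.093 on the log2 scale (5.14 ± 0.011 against 5.05 ± 0.0189, SD, n = 4 each, exact permutation p = 0.0286, adjusted to 0.0763), in each *Mettl3*-CKO sample above each control, and by 0.0899 to 0.107 when one sample was left out. Of these genes, 231 were called higher and 53 lower, or 287 and 82 adjusted over the list alone. Their mean log2 fold change of 0.089 lay above all of 10000 random lists matched on expression and length (percentile 100), whose central range was 0.00697 to 0.0359, and above all lists matched on GC content as well (percentile 100). The rise goes with the hypothesis that transcripts with m6A peaks accumulate when *Mettl3* is lost, on average over this list. A change in the mix of cells could also raise the list and was not tested, as the random lists were not matched on cell type. Between the groups, the cell cycle score differed by 0.45 and the rod score by -0.57. The list rests only on peaks with a fold enrichment of at least 9.98. Genes whose peaks were not read could be in the random lists, so the comparison is not with genes free of m6A.

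The lists of genes the paper reports as changed in single cells of its distinct *Mettl3*-CKO clusters were compared with the whole retina. Of the RPC cluster's upregulated genes, 159 of 282 tested were called higher and 1 lower, and of its downregulated genes, 31 of 212 were called lower and 4 higher. For the Müller glial cluster, 140 of 233 upregulated genes were called higher and 0 lower, and 50 of 179 downregulated genes were called lower and 0 higher. Adjusted over each list alone, the higher and lower calls were 197 and 5, 6 and 43, 174 and 2, and 0 and 71 in the same order. The score differences were 0.47 and -0.16 for the RPC lists and 0.51 and -0.29 for the Müller lists. Spearman's rho across genes between the paper's average log fold change and the bulk log2 fold change was 0.697 for the RPC list and 0.768 for the Müller list, and within upregulated or downregulated genes alone between 0.14 and 0.296, so that the direction carried over more than the size. Genes are not independent replicates. The genes of the RPC lists counted above as called against the paper's direction were *Gm3764*, *Rrm2*, *Melk*, *H2afz* and *Pbk*, named after their values were seen.

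Of the 8 m6A-tagged genes that the paper overexpressed (Figure 6), 6 were higher in *Mettl3*-CKO retinas at an adjusted p under 0.05, over all genes and over the 8 alone: *Nxt1* (log2 fold change 1.53), *Zfp292* (1.02), *Apex1* (0.79), *Ckap4* (0.77), *Rap2b* (0.66) and *Traf4* (0.57). *Bcl7a* (-0.012, adjusted p = 0.973 from edgeR) and *Sulf2* (0.18, adjusted p = 0.436 from edgeR) were not, where the paper's average log fold changes in the Müller glial cluster are 0.384 and 0.409. Among cell cycle genes named for the RPC cluster, *Brca2* (1.32) and *Mki67* (0.98) were called higher, and *Ccna2* (0.18) and *Cdca8* (0.19) were not. The paper's values for the latter pair in the RPC cluster are -0.561 and -0.565. Going by the cutoff in its methods, the paper's values are natural logs, not log2. They set a mutant cluster against the remaining cells of its type. The bulk values cover the whole retina, where the paper found a larger share of RPCs, so bulk and single-cell values are not like for like. Among genes named for the Müller glial cluster, *Sox11* rose (0.88) and *Rlbp1* (-1.28), *Ezr* (-0.46) and *Aldoa* (-0.45) fell, while *Six3* (0.13), *Rhoa* (-0.15) and *Eno1* (-0.11) were not called. *Aldoa* is listed under 2 identifiers, and the value is that of the one with more counts. Of other glial genes, *Gfap* fell (-1.31) and *Glul* rose (0.43). In the 8 fits that left out one sample, *Gfap* ran from -1.52 to -0.83 and was called in 5, and *Glul* was called in all 8. *Gfap* was at 61.5 CPM in control replicate 1, against 20.6 to 26.6 CPM in the other controls. Among m6A machinery genes, 8 of 20 were called higher and none lower (9 and 1 adjusted over the list alone), *Rbm15* (1.18) and *Ythdf2* (0.89) among them.

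Whether loss of *Mettl3* turns on near-silent genes more often than it turns off others was not settled. Among called genes with non-overlapping groups and a change over 4-fold, 37 were higher and 10 lower, a ratio of 3.70, and 37 and 8 after removal of lens, erythrocyte and pigment-epithelium genes. Of the 37, 29 had a control mean under 1 CPM, and of the 10, 7 had a *Mettl3*-CKO mean under 1 CPM. Genes chosen for a large change tend to be low in one group, so these counts do not show that near-silent genes are favoured.

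The labels give no sex. Replicate 4 of both groups had 0 counts on the Y-linked genes and *Xist* at 3770 CPM in *Mettl3*-CKO and 3690 CPM in control, while the other 6 samples had between 314 and 376 CPM on the Y-linked genes and *Xist* between 1.26 and 1.92 CPM, all without TMM scaling. The groups thus hold the same number of samples of each kind. The paper's single-cell lists give *Xist* as upregulated in the *Mettl3*-CKO RPC cluster (the paper's average log fold change 0.474) and Müller glial cluster (1.18), and *Tsix* likewise (0.293 and 0.575). The sex of the pups used for single cells was not analysed here.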
